# Activation of DAF-16/FOXO by reactive oxygen species contributes to longevity in long-lived mitochondrial mutants in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1007268

**Published:** 2018-03-09

**Authors:** Megan M. Senchuk, Dylan J. Dues, Claire E. Schaar, Benjamin K. Johnson, Zachary B. Madaj, Megan J. Bowman, Mary E. Winn, Jeremy M. Van Raamsdonk

## Abstract

Mild deficits in mitochondrial function have been shown to increase lifespan in multiple species including worms, flies and mice. Here, we study three *C*. *elegans* mitochondrial mutants (*clk-1*, *isp-1* and *nuo-6*) to identify overlapping genetic pathways that contribute to their longevity. We find that genes regulated by the FOXO transcription factor DAF-16 are upregulated in all three strains, and that the transcriptional changes present in these worms overlap significantly with the long-lived insulin-IGF1 signaling pathway mutant *daf-2*. We show that DAF-16 and multiple DAF-16 interacting proteins (MATH-33, IMB-2, CST-1/2, BAR-1) are required for the full longevity of all three mitochondrial mutants. Our results suggest that the activation of DAF-16 in these mutants results from elevated levels of reactive oxygen species. Overall, this work reveals an overlapping genetic pathway required for longevity in three mitochondrial mutants, and, combined with previous work, demonstrates that DAF-16 is a downstream mediator of lifespan extension in multiple pathways of longevity.

## Author summary

The use of genetic model organisms has permitted the identification of a large number of genes that influence longevity. These genes have been grouped into different pathways of lifespan extension, which have been proposed to modulate longevity by distinct mechanisms. In this work, we explore the mechanisms underlying longevity in three long-lived mitochondrial mutants in *C*. *elegans*. We find that all three mutants show upregulation of DAF-16/FOXO target genes and that DAF-16 as well as multiple proteins that function with DAF-16 are required for their longevity. Since DAF-16 has previously been shown to be responsible for the increase in lifespan resulting from decreasing insulin-IGF1 signaling, this indicates that different pathways of lifespan extension have overlapping mechanisms, and that DAF-16/FOXO is a common downstream mediator of longevity.

## Introduction

Mitochondria serve a variety of critical functions within the cell including energy production, intracellular signaling and metabolism. Accordingly, major disruptions of mitochondrial function lead to detrimental effects including lethality. In contrast, mild disruption of mitochondrial function has been shown to increase lifespan.

The first demonstration that impairment of mitochondrial function could extend longevity came from the worm *C*. *elegans*. The gene *clk-1* was identified in a screen for maternal effect mutations that slow development and defecation cycle length. Mutations in *clk-1* were found to increase lifespan [1,2], and this gene was later found to encode a hydroxylase involved in the biosynthesis of ubiquinone [3]. This same screen identified nine other *clk* genes, all of which decrease mitochondrial function and increase lifespan [4]. Since then multiple other genes affecting mitochondrial function have been shown to increase lifespan in *C*. *elegans*, including *isp-1*, which encodes the Rieske iron-sulfur subunit of complex III of the mitochondrial electron transport chain [5], *nuo-6*, which encodes a subunit of complex I of the mitochondrial electron transport chain [6], *lrs-2*, which encodes a mitochondrial leucyl-tRNA synthetase [7], and *sod-2*, which encodes the primary mitochondrial superoxide dismutase [8]. In addition, an unbiased RNAi screen for genes that increase lifespan identified many genes involved in mitochondrial function [7].

The ability of decreasing mitochondrial function to extend longevity is not limited to *C*. *elegans*. As in worms, it has been shown that decreasing the expression of components of the mitochondrial electron transport chain in *Drosophila* increases lifespan [9]. Similarly, knocking down the expression of complex I subunit ND75 in *Drosophila* was also shown to extend longevity [10]. In mice, it has been shown that a mutation affecting the cytochrome c oxidase assembly factor SURF1 reduces mitochondrial function, but increases lifespan [11]. In addition, a heterozygous mutation in the mouse homolog of *clk-1*, *Mclk1*, causes mitochondrial dysfunction [12], and extended longevity [13]. Thus, the ability of a mild decrease in mitochondrial function to increase lifespan is conserved across species.

While a number of groups have studied the longevity resulting from impairment of mitochondrial function and identified factors involved [14–19], the mechanism by which decreasing mitochondrial function increases lifespan has not been fully elucidated. It is also uncertain to which extent the mechanism of lifespan extension is the same between different mitochondrial mutants, and the extent to which these mechanisms overlap with other pathways of lifespan extension.

One of the most well-studied pathways of lifespan extension is the insulin-IGF1 signaling pathway. The two first genes that were shown to increase lifespan in any species are part of this nutrient signaling pathway. Mutations of the insulin-IGF1 receptor *daf-2* [20], or other genes in the signaling pathway [21], can double the lifespan of the worm. This increase in lifespan is completely dependent on the FOXO transcription factor DAF-16 [20,22,23]. Mutations in the *daf-2* gene cause decreased insulin-IGF1 signaling, which leads to increased nuclear localization of DAF-16 [24] and altered expression of DAF-16 target genes [25–27]. At least some of these changes in gene expression are required for *daf-2* longevity [25].

In addition to its role in the insulin-IGF1 signaling pathway, DAF-16/FOXO has been shown to respond to various forms of stress. The nuclear localization of DAF-16 can be induced by heat stress, anoxia, oxidative stress, starvation and exposure to pathogenic bacteria [24,28]. As *daf-16* mutants show increased sensitivity to multiple types of stress [29–31], and overexpression of DAF-16 results in increased resistance to stress [24], it appears that DAF-16 also has an important role in stress resistance.

A number of previous studies have examined the interaction between mild impairment of mitochondrial function and the insulin-IGF1 signaling pathway using either genetic mitochondrial mutants [2,5], or RNAi against genes affecting mitochondrial function [7,32,33]. These studies have shown that loss of *daf-16* decreases the lifespan of long-lived worms with decreased mitochondrial function. However, these experiments also found that decreasing *daf-16* levels also shortens the lifespan of wild-type worms, making the role of *daf-16* in the longevity of the mitochondrial mutants and mitochondrial RNAi difficult to interpret without further experimentation.

In this work, we examine overlapping changes in gene expression in three long-lived mitochondrial mutant strains to identify common mediators of longevity. We find that all three strains show a modulation of DAF-16 target gene expression. Our results suggest that elevated levels of ROS in these mitochondrial mutants cause the activation and nuclear localization of DAF-16. Importantly, we find that DAF-16 and multiple DAF-16 interacting proteins are required for the full longevity of these mutants. This work suggests that there are converging downstream mechanisms contributing to lifespan extension between different mitochondrial mutants, and between long-lived mitochondrial mutants and other pathways of lifespan extension.

## Results

### Long-lived mitochondrial mutants have increased expression of DAF-16/FOXO target genes

To identify overlapping genetic pathways that contribute to longevity in long-lived mitochondrial mutants, we compared gene expression in *clk-1*, *isp-1* and *nuo-6* worms to wild-type worms using RNA sequencing (RNAseq). RNA was isolated from six biological replicates per strain and sequenced individually. 

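The deposited RNA sequencing table of this experiment holds 39 libraries, each from 1 biological replicate of pre-fertile young adult worms: 6 each of wild-type, *clk-1*, *isp-1*, *nuo-6* and *daf-2*, and 3 each of *sod-1*, *prdx-2* and libraries labelled *ctl-1*. The authors aligned the reads with STAR, counted them per gene and normalized the counts with edgeR. For at least 99.97% of the 14033 genes of every library, the values are whole multiples of the value of 1 read (tolerance 0.05 read), so that whole reads per gene could be recovered. The values equal TMM-normalized CPM computed again from those reads. Recovered reads per library ranged from 23116865 to 25369217 (median 24561622) in wild-type, 23133155 to 28805205 (median 24361380) in *clk-1*, 21901145 to 25637294 (median 24853927) in *isp-1*, 21434437 to 25489196 (median 24386346) in *nuo-6* and 23237428 to 27473787 (median 23993714) in *daf-2* worms. In the other libraries they ranged from 23296948 to 24246145 (median 23904935) in *sod-1*, 24483360 to 26398634 (median 26265053) in those labelled *ctl-1* and 23798296 to 24627455 (median 24515594) in *prdx-2*. Each mutant was compared with wild-type worms by limma's moderated test (two-sided), on log2 of the value plus 0.5, in one fit of all 39 libraries, and a gene was called at a Benjamini-Hochberg false discovery rate below 0.05 with no threshold on the fold change. Adding 0.5 understates the fold changes of genes with low values. As a look at the labels, the *clk-1* transcript measured 9.99 ± 1.22 normalized CPM (mean ± SD, 6 libraries) in *clk-1* worms and 22.4 ± 3.02 in wild-type worms, and was lower in 6 of 6 *clk-1* libraries than in any wild-type library (log2 fold change -1.12, adjusted p = 5.0e-11, limma). The transcripts of *isp-1*, *nuo-6* and *daf-2* were not lower in their own mutants (log2 fold changes 0.27, 0.52 and 0.82), so their levels do not test those labels.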

We observed a striking degree of overlap in the patterns of gene expression (see **S1 Table** for a complete list of significantly upregulated and downregulated genes). 

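Of the 14033 genes tested against wild-type worms, 842 were upregulated and 318 downregulated in *clk-1* worms, 1542 and 1451 in *isp-1* worms, and 3151 and 1959 in *nuo-6* worms. The edgeR quasi-likelihood test on the recovered reads called 840 and 340 genes in *clk-1*, 1517 and 1559 in *isp-1*, and 3318 and 1994 in *nuo-6* worms. Among the settings tried, a required log2 fold change of at least 1 moved these numbers most, leaving 204 downregulated genes in *isp-1* worms. One library also decides part of the 1451 downregulated genes of *isp-1* worms, which fell to 961 without WT replicate 9. In *clk-1* replicate 3 some genes that overlap a gene on the other strand appear to be counted differently, and without this library 734 genes were upregulated and 233 downregulated in *clk-1* worms. Among genes whose mutant libraries all lay on one side of all wild-type libraries, C38D9.2 (WBGene00008010) had the largest increase in *clk-1* worms on this scale, with 75.9 ± 23.6 normalized CPM against 1.11 ± 0.539 in wild-type worms (log2 fold change 5.58, SE 0.22, adjusted p = 3.3e-20, limma, higher in 6 of 6 libraries), while by edgeR F40D4.13 increased more. C38D9.2 was among the top 3 in *isp-1* and *nuo-6* worms too (log2 fold changes 6.30 and 6.25). F15D4.5 rose to 105 ± 29.3 in *isp-1* and 272 ± 52.0 in *nuo-6* worms from 1.89 ± 0.733 normalized CPM in wild-type worms. The largest decreases on the same scale were those of *fat-7* in *isp-1* worms (log2 fold change -5.38) and F44G3.2 in *nuo-6* worms (-6.64), though by edgeR ZK218.5 decreased more in both strains. F40D4.13 (log2 fold changes 4.22, 5.28 and 6.41 in *clk-1*, *isp-1* and *nuo-6*), *fbxa-192* (3.90 in *clk-1*) and BE0003N10.6 (-4.42, -4.73 and -5.24) also ranked among the top 3, but these genes changed the same way in all 7 strains compared with the same wild-type libraries. ZK218.5 stood at 0.0192, 0.0189 and 0.0283 normalized CPM in *clk-1*, *isp-1* and *nuo-6* worms and at 23.0 ± 19.1 in wild-type worms, where it varied from 0.207 to 55.1 between libraries, and K10B3.1 at 0.0405 in *clk-1* and 14.4 ± 8.44 in wild-type worms.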

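The 3 lists of upregulated genes of *clk-1*, *isp-1* and *nuo-6* worms hold 3469 different genes. Of these, 621 (17.9%) are in all 3 lists, where 20.8 would be shared if the lists were independent, and 1445 (41.7%) are in at least 2, against 586 for independent lists (one-sided binomial test, p = 8.4e-208). By pairs, 656 genes are shared by *clk-1* and *isp-1*, 734 by *clk-1* and *nuo-6*, and 1297 by *isp-1* and *nuo-6*. The binomial test takes the lists as independent although all 3 mutants were compared with the same wild-type libraries, and in 100 simulations of unchanged groups compared with those libraries the highest numbers were 3 in all 3 lists and 307 in at least 2. Of the settings tried, fitting each mutant with its wild-type libraries alone raised the shares most, to 21.2% and 51.1%, and requiring a log2 fold change of at least 1 lowered the first to 14.5%.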

Of all of the genes upregulated in these strains, 18% were upregulated in all three strains, while 40% were upregulated in at least two strains (**Fig 1A**). Similarly, we found that 7% of all of the downregulated genes exhibited decreased expression in all three strains, and 27% were downregulated in at least two of the strains (**Fig 1B**). 

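The lists of downregulated genes hold 2794 different genes, of which 184 (6.59%) are in all 3 (4.59 if independent, p = 8.9e-220) and 750 (26.8%) in at least 2 (271 if independent, p = 7.6e-130, one-sided binomial tests). In the simulations the highest numbers were 8 and 46. The pairs share 221 genes (*clk-1* and *isp-1*), 203 (*clk-1* and *nuo-6*) and 694 (*isp-1* and *nuo-6*). In all, 37 genes were upregulated in one of these mutants and downregulated in another.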

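In the RNA sequencing libraries, *sod-3*, *sodh-1*, *gpd-2* and *icl-1* were called upregulated in each of *clk-1*, *isp-1* and *nuo-6* worms. In *clk-1* worms, where the changes were smallest, their log2 fold changes were 0.83 for *sod-3* (SE 0.23, adjusted p = 0.0171), 1.84 for *sodh-1* (SE 0.45, adjusted p = 0.00718), 0.73 for *gpd-2* (SE 0.15, adjusted p = 0.000752) and 1.11 for *icl-1* (SE 0.25, adjusted p = 0.00338, all limma). The genes *dod-3*, *mtl-1* and *ftn-1* were called in *isp-1* and *nuo-6* worms but not in *clk-1* worms, where their log2 fold changes were 0.95 (SE 0.50, adjusted p = 0.271), 1.32 (SE 0.59, adjusted p = 0.181) and 0.80 (SE 0.39, adjusted p = 0.225, limma). Each of the 3 had a higher mean in *clk-1* than in wild-type worms. A stricter setting takes calls away: *sod-3* is not called in *clk-1* worms at a false discovery rate below 0.01, and neither *sod-3* nor *gpd-2* with a log2 fold change of at least 1.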

Of the genes that were commonly upregulated, we observed a number of known DAF-16 target genes including *sod-3*, *dod-3*, *mtl-1*, *sodh-1*, *ftn-1*, *gpd-2* and *icl-1*. Accordingly, we chose to focus the remainder of our study on the role of DAF-16 in the longevity of the long-lived mitochondrial mutants.

**Fig 1:**
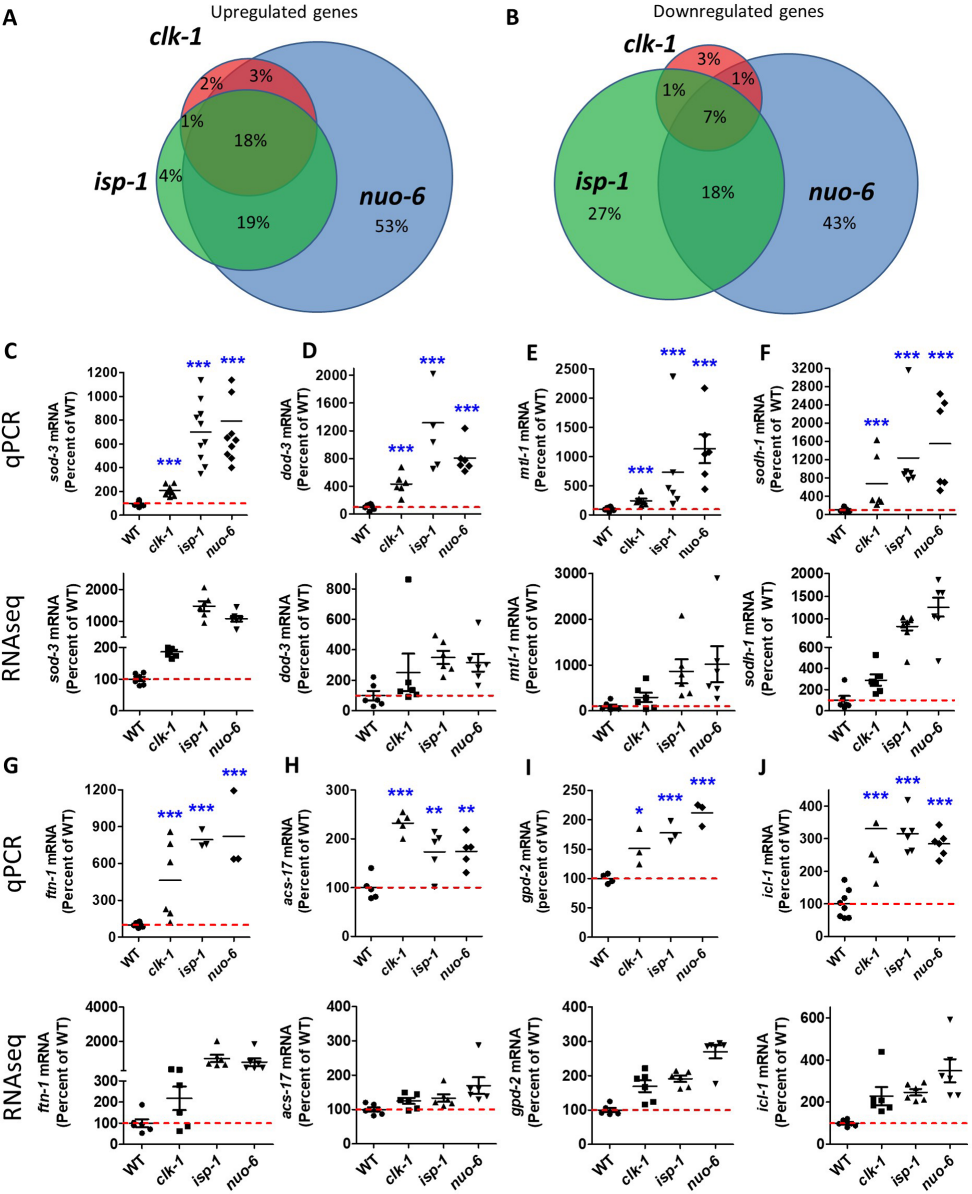
Long-lived mitochondrial mutants exhibit upregulation of DAF-16/FOXO target genes. Gene expression from three long-lived mitochondrial mutants (*clk-1*, *isp-1*, *nuo-6*) was compared to identify overlapping genetic pathways that contribute to longevity. **A.** Of all of the upregulated genes, 18% were in common between all three mutants and 40% in common between at least two of the mutants. Percentages indicate the percent out of the total number of genes upregulated in any of the three mutants. **B.** For downregulated genes, 7% were found in all three mitochondrial mutants and 27% were shared by at least two mitochondrial mutants. Percentages indicate the percent of all of the genes downregulated in the three mutants. A number of DAF-16 target genes were identified among the overlapping upregulated genes between the mitochondrial mutants. Quantitative real-time RT-PCR (qPCR) was used to confirm the upregulation of DAF-16 target genes in all three long-lived mitochondrial mutants including *sod-3* (**C**), *dod-3* (**D**), *mtl-1* (**E**), *sodh-1* (**F**), *ftn-1* (**G**), *acs-17* (**H**), *gpd-2* (**I**), and *icl-1* (**J**). For comparison individual values from RNAseq data are also shown below qPCR results. Error bars indicate SEM. *p<0.05, **p<0.01, ***p<0.001.

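The RNA sequencing values of the 8 genes are means ± SD over 6 libraries, in normalized CPM. For *sod-3* (WBGene00004932, X:17092753-17094306) they were 3.88 ± 0.702 in wild-type, 7.22 ± 0.669 in *clk-1*, 57.2 ± 15.0 in *isp-1* and 41.9 ± 8.85 in *nuo-6* worms. The values of *dod-3* (V:2730622-2731098) were 2.54 ± 1.92, 6.39 ± 7.64, 8.89 ± 2.70 and 8.01 ± 3.60 in the same order of strains, with the *clk-1* mean carried by replicate 4 at 21.9 against at most 4.72 in the others. *mtl-1* (V:6691371-6691863) measured 6.12 ± 5.62, 17.9 ± 15.4, 52.8 ± 39.5 and 62.5 ± 59.1. *sodh-1* (V:11888248-11889650) stood at 49.5 ± 48.4, 144 ± 64.9, 414 ± 108 and 623 ± 251, and *ftn-1* (V:7546468-7547579) at 2.02 ± 0.935, 4.38 ± 2.75, 20.3 ± 10.8 and 15.9 ± 10.8. *acs-17* (X:5937506-5944510) measured 36.3 ± 5.48, 45.3 ± 7.73, 48.4 ± 9.81 and 61.7 ± 21.4, the last with replicate 2 at 104 and the next at 58.3. *gpd-2* (X:3113443-3114689) measured 384.0 ± 54.2, 650.2 ± 161, 734 ± 85.7 and 1037 ± 177, with *nuo-6* replicate 2 lowest at 676 and the next at 1090. *icl-1* (V:724332-728004) measured 572 ± 87.1, 1310 ± 601, 1411 ± 221 and 1995 ± 770.0, with *clk-1* replicate 4 at 2510 and the next at 1200. The position given for each gene is that of the WBcel235 annotation, and reads that fit *gpd-2* and its paralog *gpd-3* alike cannot be assigned to either gene.

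**Figure D1:**
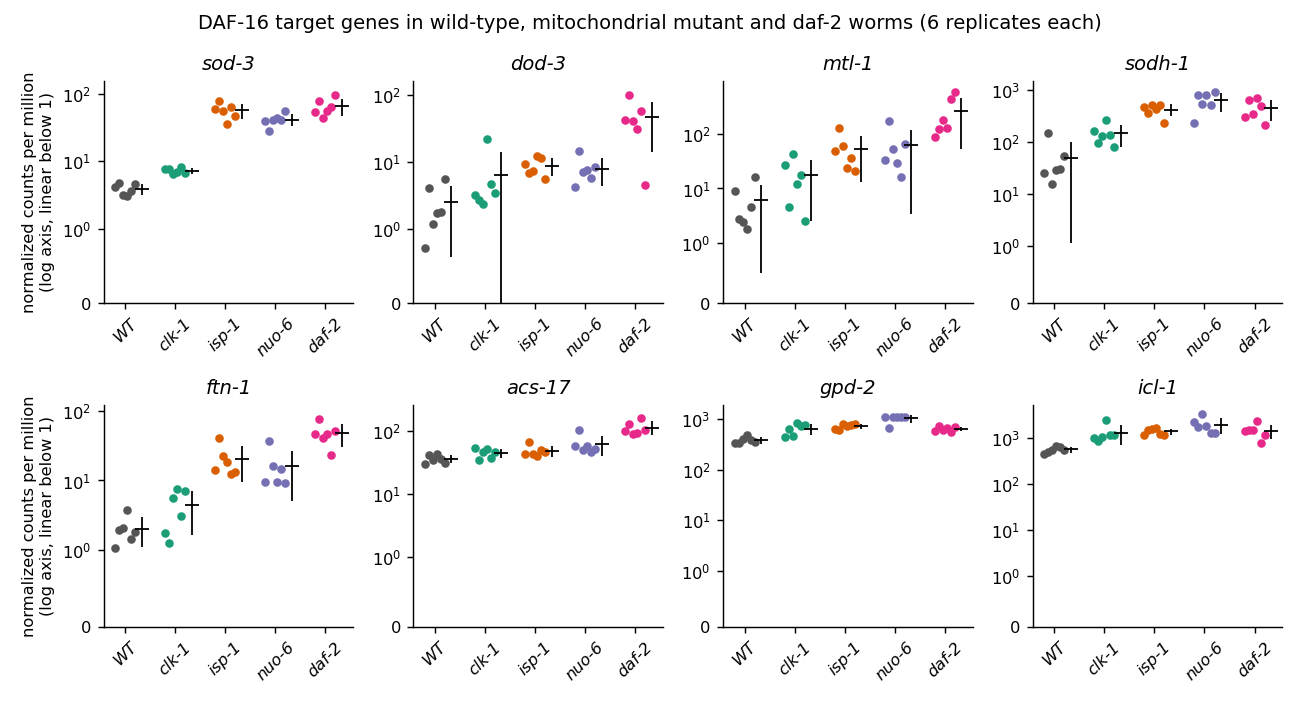
Normalized CPM (log axis, linear below 1) of the 8 DAF-16 target genes in wild-type, *clk-1*, *isp-1*, *nuo-6* and *daf-2* worms, 1 dot per library (6 per strain) and the mean ± SD beside them. The *sod-3* libraries of *isp-1* and *nuo-6* worms, with means of 57.2 and 41.9, lie above all wild-type libraries, whose mean is 3.88.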

To confirm our observation that DAF-16 target genes are upregulated in long-lived mitochondrial mutants, we tested eight specific DAF-16 target genes using quantitative real-time RT-PCR. These genes were chosen from the list of the top DAF-16 target genes identified in a meta-analysis of previous DAF-16 gene expression studies by Tepper *et al*., 2013 [27]. 

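Of *sod-3*, *dod-3*, *mtl-1*, *sodh-1*, *ftn-1*, *acs-17*, *gpd-2* and *icl-1*, RNA sequencing called 4 upregulated in *clk-1* worms, 7 in *isp-1* worms and 8 in *nuo-6* worms over all genes tested, and none downregulated. Adjusted over the list alone, the numbers are 4, 8 and 8. The paper took the list from a meta-analysis of earlier studies. It also names all of these genes except *acs-17* as commonly upregulated in these libraries, so the numbers are not independent evidence. All 8 had positive log2 fold changes in each of the 3 mutants. In *clk-1* worms the adjusted p over the list alone was 0.0508 for *mtl-1*, 0.0628 for *ftn-1*, 0.0739 for *dod-3* and 0.112 for *acs-17* (limma). In *isp-1* worms *acs-17* was the exception over all genes (log2 fold change 0.40, SE 0.19, adjusted p = 0.131, limma), and it passed with an adjusted p of 0.0336 when *isp-1* and wild-type libraries were fitted alone. The other 7 rose in *isp-1* worms by log2 fold changes between 0.94 (*gpd-2*) and 3.69 (*sod-3*). In *nuo-6* worms the 8 changes ran from 0.71 (*acs-17*) to 3.93 (*sodh-1*), with *dod-3* closest to the threshold (1.62, SE 0.50, adjusted p = 0.0104, limma).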

As with the data from RNA sequencing, we found that all eight DAF-16 target genes were significantly upregulated in *clk-1*, *isp-1* and *nuo-6* mutants (**Fig 1C–1J**).

Since the long lifespan of the insulin-IGF1 receptor mutant *daf-2* is thought to be mediated by DAF-16, we next sought to determine the extent to which gene expression changes present in the long-lived mitochondrial mutants overlapped with gene expression changes in *daf-2* worms. Accordingly, we performed RNA sequencing on *daf-2(e1370)* worms and compared the changes in gene expression to the long-lived mitochondrial mutants. 

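In *daf-2* worms, 2446 genes were upregulated and 2287 downregulated against the same 6 wild-type libraries (2601 and 2157 by edgeR). All 8 DAF-16 target genes named with the mitochondrial mutants were upregulated, with log2 fold changes from 0.75 for *gpd-2* (SE 0.15, adjusted p = 0.000113, limma) to 5.32 for *mtl-1* (SE 0.59, adjusted p = 9.2e-09, limma). The largest increases were those of *cpr-2* (2313 ± 1952 against 0.0338 ± 0.0388 normalized CPM in wild-type worms), *asp-18* (686 ± 654, listed at 0 in all 6 wild-type libraries) and Y39G8B.7 (941 ± 506 against 0.944 ± 0.661, the latter with WT replicate 10 at 2.28 and the next at 0.824). The largest decreases were in *ilys-5* (log2 fold change -7.56), *clec-47* (-5.31, with *daf-2* replicate 3 at 1.44 normalized CPM and the next at 0.362) and *acdh-2* (-5.30). The *daf-16* transcript itself was not called in *daf-2* worms (log2 fold change 0.31, SE 0.15, adjusted p = 0.114, limma), nor in *clk-1*, *isp-1* or *nuo-6* worms (0.16, 0.21 and 0.15). Without *daf-2* replicate 1 it was called in *daf-2* worms, with a log2 fold change of 0.39.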

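Of the 842 upregulated genes of *clk-1* worms, 370 (43.9%) are also upregulated in *daf-2* worms, where 147 would be shared by chance between independent lists (one-sided hypergeometric test, adjusted p = 5.5e-77). For *isp-1* worms the number is 742 of 1542 (48.1%, 269 by chance, adjusted p = 2.0e-196), and for *nuo-6* worms 1314 of 3151 (41.7%, 549 by chance, adjusted p = 1.1e-313). The last number makes up 53.7% of the genes upregulated in *daf-2* worms. The background of each test is the 14033 genes tested in both comparisons, and the adjustment covers 8 overlaps. The share for *nuo-6* worms was lowest, at 33.3%, when *nuo-6* and *daf-2* worms were each compared with 3 different wild-type libraries (mean over the 20 ways to divide the 6), a setting chosen after the data had been seen.

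**Figure D2:**
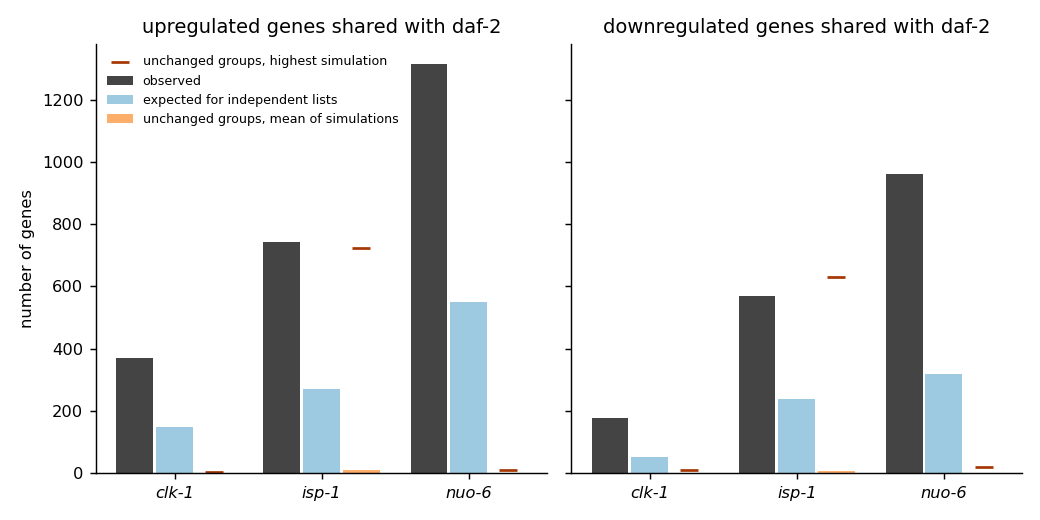
Number of upregulated genes (left) and downregulated genes (right) that *clk-1*, *isp-1* and *nuo-6* worms share with *daf-2* worms, beside the number for independent lists and the mean and highest of 100 simulations of unchanged groups compared with the same wild-type libraries. In *isp-1* worms 742 upregulated genes are shared, where 269 would be by chance and the highest simulation gave 724.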

Of the genes that were found to be upregulated in *clk-1*, *isp-1* and *nuo-6* worms, 46%, 50% and 57%, respectively, were also upregulated in *daf-2* mutants (**Fig 2A**), which represents a highly significant degree of overlap (**Table 1**). 

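Among the downregulated genes, 177 of 318 (55.7%) in *clk-1* worms are also downregulated in *daf-2* worms, against 51.8 by chance (one-sided hypergeometric test, adjusted p = 3.2e-59). In *isp-1* worms 568 of 1451 are shared (39.1%, 236 by chance, adjusted p = 2.1e-110), and in *nuo-6* worms 960 of 1959 (49.0%, 319 by chance, adjusted p = 1.4e-305). The 960 genes are 42.0% of those downregulated in *daf-2* worms. Shared genes were fewer in the opposite directions: 75 upregulated and 27 downregulated genes of *clk-1* worms changed the other way in *daf-2* worms, as did 99 and 79 of *isp-1* worms and 221 and 38 of *nuo-6* worms.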

Of the genes that were found to be downregulated in *clk-1*, *isp-1* and *nuo-6* worms, 51%, 36% and 42%, respectively, were also downregulated in *daf-2* mutants (**Fig 3A**), which also represents a statistically significant degree of overlap (**Table 1**). Thus, there is considerable overlap between the transcriptional response in the long-lived mitochondrial mutants and decreasing insulin-IGF1 signaling through *daf-2* mutation.

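All 4 mutants were compared with the same 6 wild-type libraries, which by itself makes lists overlap, so the number of shared genes was also counted in 100 simulations of unchanged groups compared with those libraries. The mean number of genes shared with *daf-2* worms in the simulations was 0.04, 7.88 and 0.11 for upregulated and 0.09, 6.58 and 0.21 for downregulated genes of *clk-1*, *isp-1* and *nuo-6* worms. The highest were 2, 724 and 9 for upregulated genes and 9, 631 and 20 for downregulated genes. Thus 1 simulation of 100 exceeded an observed number, that of 568 downregulated genes shared by *isp-1* and *daf-2* worms. With the 6 wild-type libraries divided between the 2 mutants compared, 3 each, the number of shared genes was on average 2.57 to 4.38 times that of independent lists over the 6 overlaps, and lowest at 1.47 times for 1 division (*isp-1*, downregulated). Across genes, the log2 fold changes of *clk-1*, *isp-1* and *nuo-6* worms correlated with those of *daf-2* worms at r = 0.30, 0.43 and 0.45, but simulations of unchanged groups gave as high a value in 73, 62 and 62 of 100, so values of this size can come from the shared wild-type libraries alone. With the wild-type libraries divided between the 2 mutants the mean correlations were 0.22, 0.35 and 0.39, and genes are not independent replicates. From the shares of genes that change the same way in both, the paper concludes that the transcriptional responses of the mitochondrial mutants and of reduced insulin-IGF1 signaling overlap considerably.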

**Fig 2:**
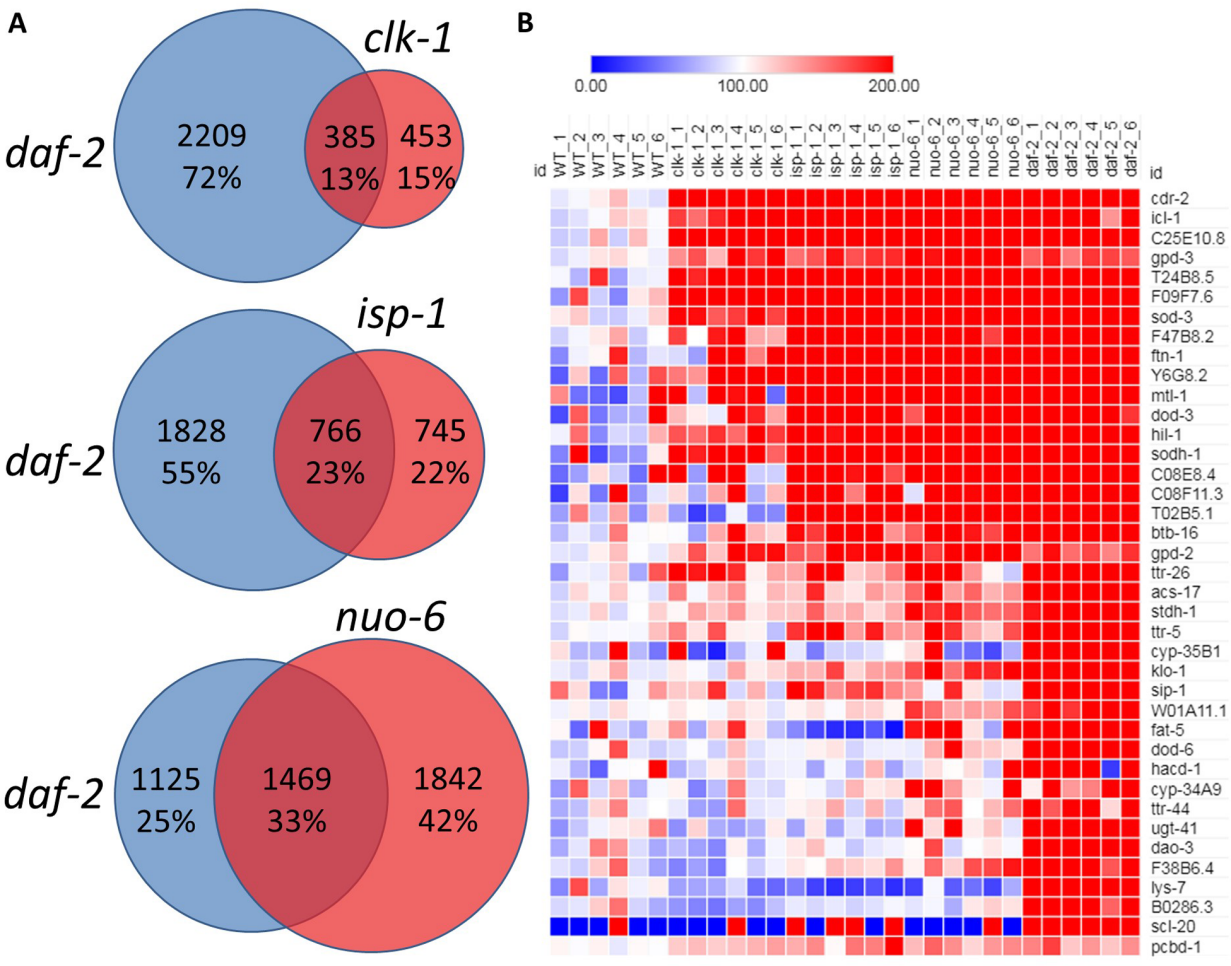
Overlap of upregulated genes between long-lived mitochondrial mutants and *daf-2* mutants. **A.** Among the genes upregulated in the long-lived mitochondrial mutant strains *clk-1*, *isp-1* and *nuo-6*, many of these genes (46%, 50% and 57% respectively) are also upregulated in *daf-2* mutants. **B.** A heat map showing the top DAF-16 responsive genes that are upregulated in *daf-2* mutants (genes included are from the meta-analysis of DAF-16 target genes performed by Tepper *et al*., 2013 that were significantly upregulated in our *daf-2* RNAseq data). Many of these genes are also upregulated in the long-lived mitochondrial mutant strains. mRNA for all strains was isolated from six biological replicates per strain and sequenced individually.

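All 39 genes labelled in Fig 2B were found in the table, and 39 were upregulated in *daf-2* worms, with a median log2 fold change of 2.45. Of these, 10 were upregulated in *clk-1*, 24 in *isp-1* and 28 in *nuo-6* worms, and the medians over the 39 genes were 0.33, 0.84 and 1.06. B0286.3 was downregulated in *clk-1* worms (log2 fold change -0.74, SE 0.19, adjusted p = 0.00830, limma). In *isp-1* worms *fat-5* (-1.93, SE 0.42, adjusted p = 0.00102) and *lys-7* (-1.81, SE 0.35, adjusted p = 0.000237) were downregulated, and *lys-7* also in *nuo-6* worms (-1.06, SE 0.35, adjusted p = 0.0159, limma), though not without WT replicate 8 (-0.89). Of the 28 genes, *fat-5* (1.06, adjusted p = 0.0467, limma) lost its call when any of WT replicates 7, 8, 10, 11 and 12 (log2 fold changes 0.84 to 1.12) or *nuo-6* replicates 1, 2, 3 and 6 (0.74 to 1.05) was left out. The labels were read from the figure, so the numbers describe those genes and no set test was made. For this figure the paper kept genes upregulated in its *daf-2* RNA sequencing, so the *daf-2* number was largely fixed in advance.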

**Fig 3:**
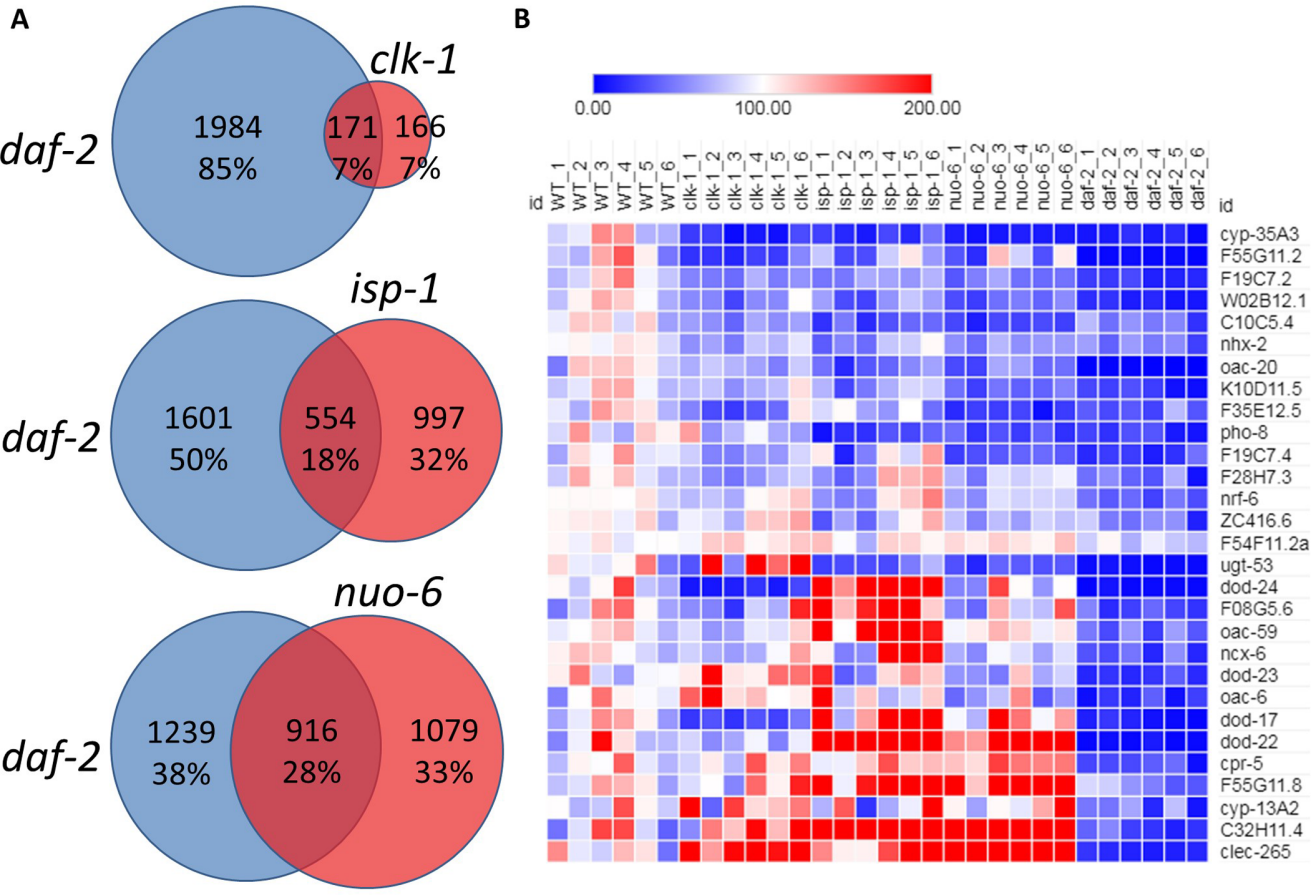
Overlap of downregulated genes between long-lived mitochondrial mutants and *daf-2* mutants. **A.** Of the genes that are downregulated in the long-lived mitochondrial mutant strains *clk-1*, *isp-1* and *nuo-6*, 51%, 36% and 42% respectively are also downregulated in *daf-2* mutants. **B.** A heat map showing the top DAF-16 responsive genes that are downregulated in *daf-2* worms genes (genes included are from the meta-analysis of DAF-16 target genes performed by Tepper *et al*., 2013 that were significantly downregulated in our *daf-2* RNAseq data). While many of these genes are also downregulated in the long-lived mitochondrial mutant strains, some are upregulated. mRNA for all strains was isolated from six biological replicates and sequenced individually.

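Of the 29 genes labelled in Fig 3B, 28 were downregulated in *daf-2* worms (median log2 fold change -2.0), of which F55G11.8 (-0.81) lost its call without WT replicates 9, 10 or 11 (-0.71, -0.73 and -0.78) or *daf-2* replicates 4, 5 or 6 (-0.79, -0.69 and -0.69). The label of the exception, *nep-17*, is uncertain, as it was matched to the gene by annotation. The numbers downregulated were 7 in *clk-1*, 11 in *isp-1* and 8 in *nuo-6* worms, and 1, 4 and 8 were upregulated. The medians over the 29 genes were -0.32, -0.47 and -0.27. *clec-265* was upregulated in all 3 mutants (log2 fold changes 1.09, 1.75 and 0.88), though in *nuo-6* worms not without WT replicate 12 (0.67). *dod-22*, F55G11.8 and C32H11.4 were upregulated in *isp-1* worms (1.25, 1.26 and 2.32) and in *nuo-6* worms (3.12, 1.28 and 3.60). In *nuo-6* worms *dod-24*, F08G5.6, *oac-59* and *dod-17* were upregulated as well (2.02, 1.21, 0.97 and 1.16), while *dod-24* and *dod-17* were downregulated in *clk-1* worms (-2.74 and -1.65). For Fig 3B the paper kept genes downregulated in its *daf-2* RNA sequencing, so the *daf-2* number was largely fixed in advance.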

**Table 1:** DAF-16 target gene enrichment in mitochondrial mutants. *clk-1*, *isp-1* and *nuo-6* mutants exhibit a highly significant overlap with *daf-2* mutants and enrichment of DAF-16 target genes. The number of genes exhibiting a significant change in expression for each strain are shown in brackets.

	Strain	Number of overlapping genes	Expected Number of overlapping genes	Significance
**Genes upregulated in *daf-2* mutants (2594)**	*clk-1* (838)	385	155	p < 0.000001
	*isp-1* (1511)	766	279	p < 0.000001
	*nuo-6* (3311)	1469	479	p < 0.000001
**Genes downregulated in *daf-2* mutants (2155)**	*clk-1* (337)	171	52	p < 0.000001
	*isp-1* (1551)	554	238	p < 0.000001
	*nuo-6* (1995)	906	306	p < 0.000001
**Top-ranked DAF-16 upregulated genes (39)**	*clk-1* (838)	10	2.3	p = 0.000071
	*isp-1* (1511)	24	4.2	p < 0.000001
	*nuo-6* (3311)	28	7.2	p < 0.000001
**Top-ranked DAF-16 downregulated genes (29)**	*clk-1* (337)	6	0.7	p = 0.000055
	*isp-1* (1551)	11	3.2	p = 0.000151
	*nuo-6* (1995)	8	4.4	p = 0.06

A previous study analyzed all gene expression studies that compared conditions with different levels of DAF-16 to identify DAF-16 up-regulated and DAF-16 down-regulated gene sets [27]. Accordingly, we compared our RNA sequencing results with the top-ranked DAF-16-modulated genes identified in the previous study. We focused on genes identified in the study by Tepper *et al*. that were significantly modulated in our *daf-2* RNAseq data. We found that the genes that are upregulated in *clk-1*, *isp-1* and *nuo-6* mutants are significantly enriched for the DAF-16 upregulated genes (**Fig 2; Table 1**) and that DAF-16-down-regulated genes are also down-regulated in the mitochondrial mutants (**Fig 3; Table 1**).

### Altered expression of DAF-16 target genes in long-lived mitochondrial mutants is mediated by DAF-16

To ensure that the upregulation of DAF-16 target genes in the long-lived mitochondrial mutants is being mediated by DAF-16, and not by other transcription factors that can activate the same genes, we knocked down *daf-16* expression in the mitochondrial mutant strains using RNAi, and compared gene expression to worms treated with an empty vector RNAi bacteria. We examined five DAF-16 target genes (*sod-3*, *dod-3*, *mtl-1*, *sodh-1* and *ftn-1*) and found that the increased expression of these genes in the long-lived mitochondrial mutants was significantly reduced (*sod-3*, *sodh-1*) or prevented (*dod-3*, *mtl-1*, *ftn-1*) by knocking down DAF-16 (**Fig 4A–4E**). This indicates that DAF-16 is required or partially required for the upregulation of the DAF-16 target genes in *clk-1*, *isp-1* and *nuo-6* worms. A DAF-16-dependent upregulation of *sod-3* in *isp-1* worms was also previously observed by others [5]. As with the quantitative real-time RT-PCR results, we found that the long-lived mitochondrial mutants exhibit increased fluorescence from a *Psod-3*::*GFP* reporter strain [34], which is diminished by *daf-16* RNAi (**Fig 4F**).

**Fig 4:**
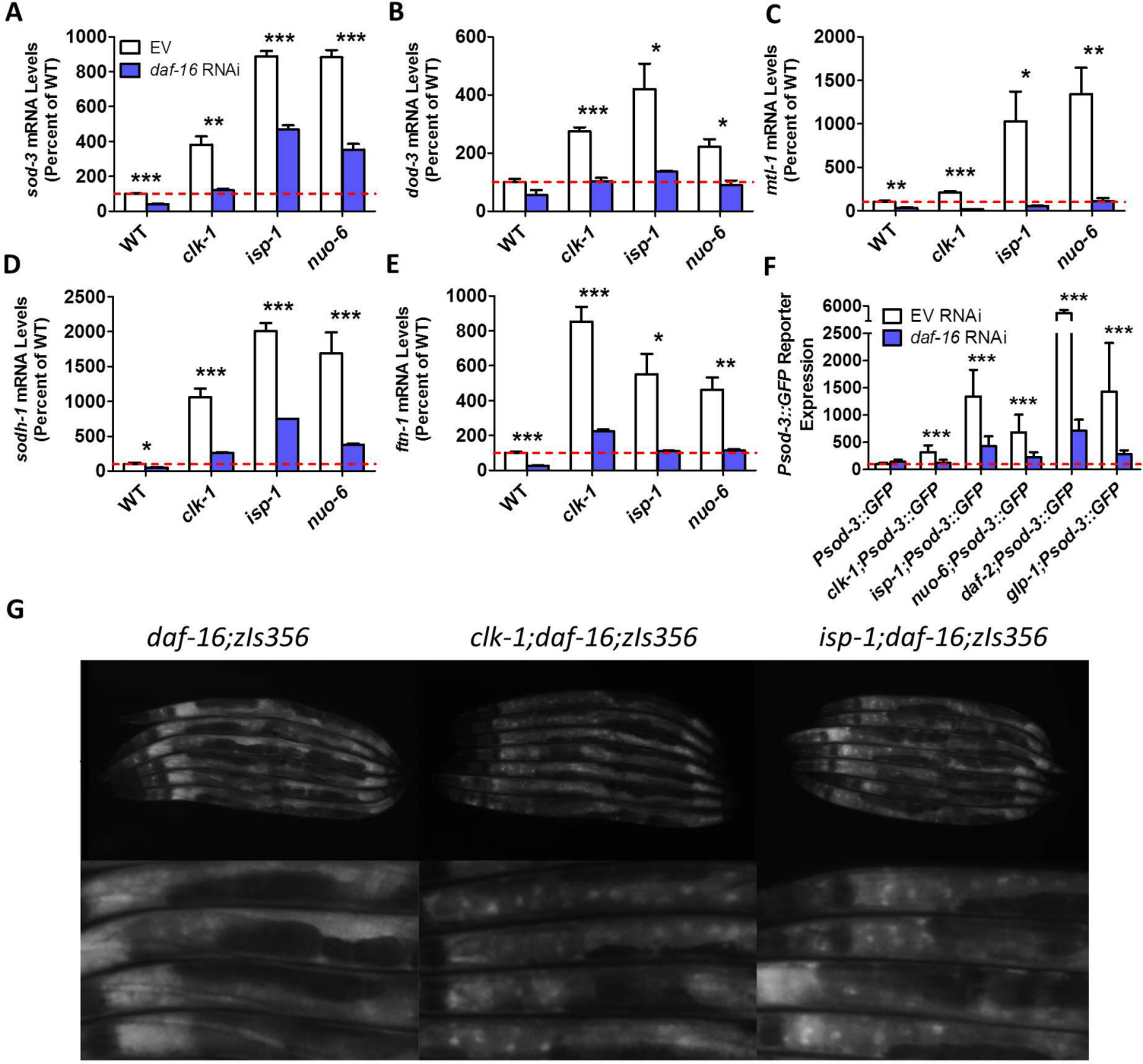
Increased expression of DAF-16 target genes in mitochondrial mutants is mediated by DAF-16. The expression of *daf-16* was knocked down by RNAi in wild-type, *clk-1*, *isp-1* and *nuo-6* worms, and the resulting effect on the expression of DAF-16 target genes was quantified by quantitative real time RT-PCR (qPCR). *daf-16* knockdown reduced expression of *sod-3* (**A**), *dod-3* (**B**), *mtl-1* (**C**), *sodh-1* (**D**), and *ftn-1* (**E**) in all strains. **F.** Similarly, activity of a *Psod-3*::*sod-3*:*GFP* reporter strain was reduced by *daf-16* RNAi. **G.** DAF-16 shows increased nuclear localization in *clk-1* and *isp-1* mitochondrial mutants. Combined these results indicate that DAF-16 is activated in the mitochondrial mutant strains leading to activation of DAF-16 target genes. Error bars indicate SEM. *p<0.05, **p<0.01, ***p<0.001.

To further explore DAF-16 activation in the long-lived mitochondrial mutant strains, we examined the nuclear localization of DAF-16. When DAF-16 is activated it moves to the nucleus, and thus increased nuclear localization of DAF-16 is indicative of activation. Accordingly, we crossed *clk-1* and *isp-1* worms to a reporter strain expressing DAF-16 linked to GFP (*zIs356[Pdaf-16*::*daf-16*:*GFP]*)[24]. To ensure that we could visualize all of the DAF-16 protein present, we performed these experiments in a *daf-16* deletion mutant background, as has been done previously [35]. While control worms (*daf-16;zIs356*) exhibited diffuse cytoplasmic expression of DAF-16:GFP, both *clk-1* and *isp-1* worms showed increased nuclear localization of DAF-16:GFP compared to wild-type worms (**Fig 4G; S1 Fig**). Note that we could not test nuclear localization in *nuo-6* worms because we were unable to generate *nuo-6;daf-16;zIs356* worms due to the close proximity of *nuo-6* and *daf-16* on chromosome I. In addition, we did not explore the effect of *nuo-6* RNAi on DAF-16 nuclear localization since the *nuo-6* mutation and *nuo-6* RNAi increase lifespan by independent mechanisms and exhibit different changes in gene expression [6]. Nonetheless, our results indicate that DAF-16 is activated in long-lived mitochondrial mutant strains, leading to increased nuclear localization and altered expression of DAF-16 target genes.

### DAF-16/FOXO is required for the full longevity of long-lived mitochondrial mutants

The loss of DAF-16 has previously been shown to completely prevent the long lifespan of *daf-2* insulin-IGF1 receptor mutants [20] and *glp-1* mutants [36–38]. Since DAF-16 is activated in the long-lived mitochondrial mutants, and the changes in gene expression present in these mutants exhibit a high degree of overlap with those of *daf-2* worms, we examined the effect of knocking down *daf-16* levels by RNAi on the lifespan of *clk-1*, *isp-1* and *nuo-6* worms. In each case, we found that *daf-16* RNAi markedly decreased the lifespan of the long-lived mitochondrial mutant (**Fig 5A–5C**). Similarly, as had been previously observed [20,37], *daf-16* RNAi completely prevented mutations in either *daf-2* or *glp-1* from increasing lifespan (**Fig 5D and 5E**).

**Fig 5:**
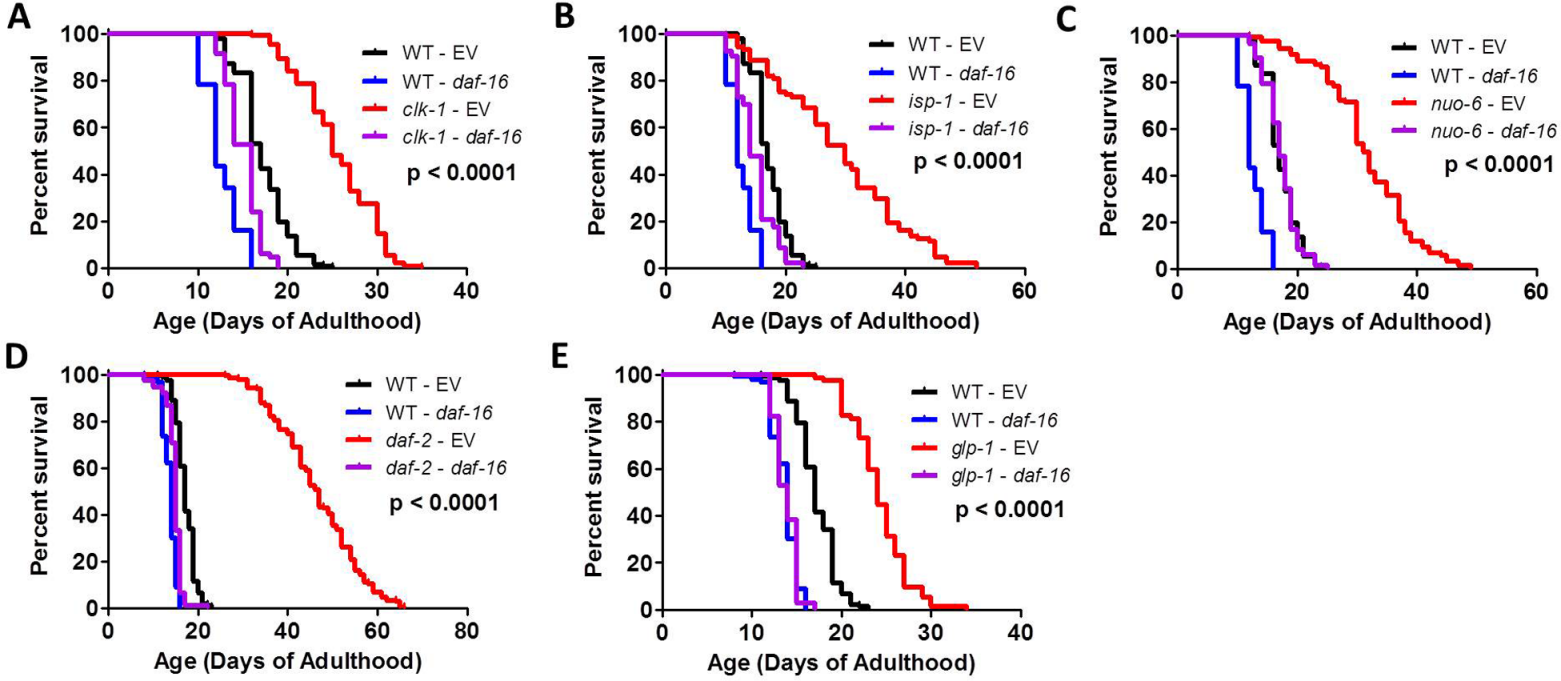
Lifespan of long-lived mitochondrial mutants is dependent on DAF-16/FOXO. The lifespan of the long-lived mitochondrial mutant strains *clk-1* (**A**), *isp-1* (**B**), and *nuo-6* (**C**) are all markedly reduced by knocking down *daf-16* by RNAi. Similarly, *daf-16* RNAi abolishes the increase in lifespan that results from decreasing insulin-IGF1 signaling through a mutation in *daf-2* (**D**), or germline ablation, through a mutation in *glp-1* (**E**). P-value indicates significance of difference between EV (red) and *daf-16* RNAi (purple) for the experimental strain. Data and N for the lifespan experiments are included in **S2 Table**.

To rule out the possibility that *daf-16* RNAi was decreasing lifespan through off target effects, we also examined the effect of a *daf-16* deletion mutation on mitochondrial mutant longevity. We chose to use the mu86 allele as this mutation affects all transcripts of *daf-16*. We measured the lifespan of *clk-1;daf-16(mu86)*, *isp-1;daf-16(mu86)* and *daf-2;daf-16(mu86)* double mutants (we were unable to generate *nuo-6;daf-16(mu86)* worms due to the close proximity of *nuo-6* and *daf-16* on chromosome I).

As with *daf-16* RNAi, we found that a null mutation in *daf-16*(*mu86* allele) completely prevented the increase in lifespan observed in *clk-1*, *isp-1* and *daf-2* worms (**Fig 6**). Note that the effect of the *daf-16(mu86)* mutation on lifespan is dependent on the experimental conditions: at 20°C *daf-16(mu86)* worms exhibit a similar lifespan to wild-type worms (equal or mildly decreased), while at 25°C *daf-16(mu86)* worms show a marked decrease in longevity compared to wild-type worms (**S2 Fig**). We chose to perform these experiments at 20°C where the *daf-16(mu86)* mutation has either no effect on longevity (**Fig 6**) or causes a small reduction in lifespan (**S2 Fig**). In both cases, we found that deletion of *daf-16(mu86)* markedly reduced *clk-1* and *isp-1* lifespan (**Fig 6, S2 Fig**).

**Fig 6:**
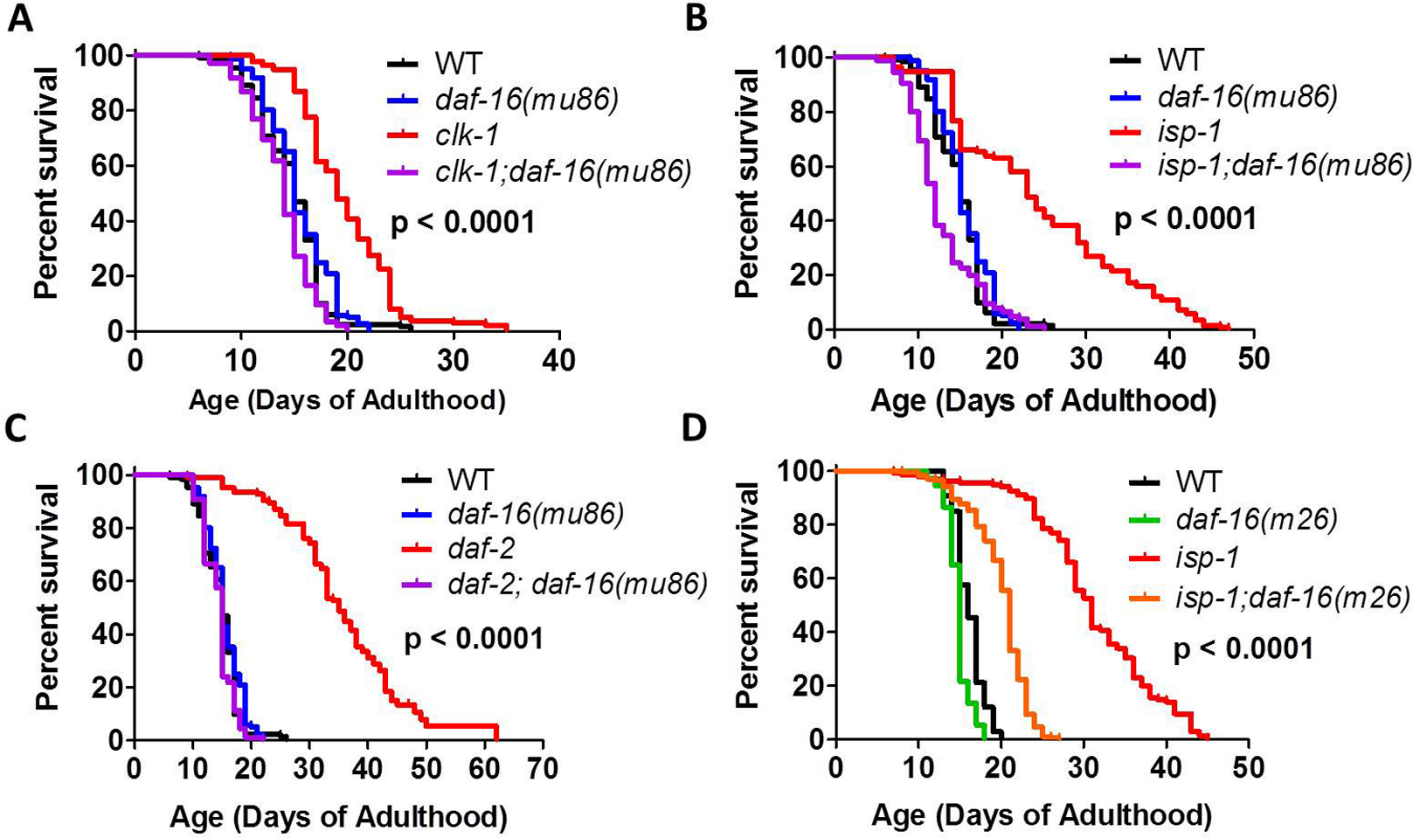
DAF-16 is required for the longevity of *clk-1*, *isp-1* and *daf-2* worms. The long lifespan of *clk-1* (**A**), *isp-1* (**B**) and *daf-2* (**C**) mutants is reduced to wild-type by the *daf-16(mu86)* deletion mutation. **D.** The *daf-16(m26)* point mutation also decreases *isp-1* lifespan but to a lesser extent than the *mu86* deletion mutation. P-value indicates significance of difference between control and *daf-16* mutation for the experimental strain. Data and N for the lifespan experiments are included in **S2 Table**.

As previous work using a *daf-16* point mutation (m26) reported milder effects of *daf-16* mutation on mitochondrial mutant longevity [2,5], we sought to determine if the magnitude of lifespan decrease is related to the severity of the *daf-16* allele. Accordingly, we compared the lifespan of *isp-1* worms to *isp-1;daf-16(m26)* worms. As with the *daf-16(mu86)* allele, we found that the *daf-16(m26)* allele significantly decreased *isp-1* lifespan (**Fig 6**). The percentage decrease was 48% for the *daf-16(mu86)* allele and 36% for the *daf-16(m26)* allele, indicating that the milder allele has a lesser impact on *isp-1* longevity.

To further explore the role of DAF-16 in the lifespan of the long-lived mitochondrial mutants, we calculated the percentage increase in lifespan resulting from mutations in *clk-1*, *isp-1* and *nuo-6* under basal conditions and conditions in which *daf-16* expression is decreased. We found that the average increase in lifespan resulting from the *clk-1*, *isp-1*, and *nuo-6* mutation on EV RNAi was 48%, 72%, and 85% respectively. The average increase in lifespan resulting from the *clk-1*, *isp-1*, and *nuo-6* mutation on *daf-16* RNAi was 17%, 19%, and 34% respectively. In each case, the difference in magnitude of lifespan increase on EV RNAi is statistically different from *daf-16* RNAi (**S3 Fig**). Similarly, the maximum lifespan resulting from the *clk-1*, *isp-1*, and *nuo-6* mutations on EV RNAi was 45%, 99% and 90%, compared to 25%, 38% and 50% on *daf-16* RNAi. These results indicate that the ability of the mitochondrial mutations to increase lifespan is greatly diminished when *daf-16* is knocked down using RNAi. Similar results were obtained in analyzing the effect of the *daf-16* mutation (**S3 Fig**).

We next examined the effect of increasing DAF-16 levels on longevity in the mitochondrial mutant strains. To do this, we crossed *clk-1*, *isp-1* and *nuo-6* worms to *zIs356[Pdaf-16*::*daf-16*:*GFP]* worms. It should be noted that previous work has shown that the lifespan of *zIs356* worms is dependent on the concentration of FUdR in the media. While it was initially found that the lifespan of *zIs356* worms is similar to wild-type worms when FUdR is absent [24], subsequent studies showed that the lifespan of *zIs356* worms is increased compared to wild-type worms on plates containing FUdR [39,40]. We chose to complete our studies using conditions under which the *daf-16* transgene increases lifespan (100 μM FUdR). As previously reported, we found that when FUdR is present, *zIs356* worms exhibit increased lifespan (**S4A Fig**). Overexpression of DAF-16 also increased the lifespan of *clk-1*, *isp-1* and *nuo-6* worms, but not *daf-2* worms (**S4B–S4E Fig**). The ability of DAF-16 to increase lifespan was greatest in *clk-1* worms followed by *isp-1* worms, *nuo-6* worms and *daf-2* worms (**S4F Fig**). This pattern is inversely related to the magnitude of upregulation of DAF-16 target genes in the single mutant strains (**Fig 1**; *clk-1* < *isp-1* < *nuo-6* < *daf-2*). 

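The median log2 fold change of *sod-3*, *dod-3*, *mtl-1*, *sodh-1*, *ftn-1*, *acs-17*, *gpd-2* and *icl-1* was 0.89 in *clk-1*, 2.40 in *isp-1*, 2.16 in *nuo-6* and 3.60 in *daf-2* worms. From *clk-1* to *isp-1* worms the change was greater for 8 of 8 genes (median difference 1.22), and 4 of these differences passed at an adjusted p below 0.05 over the list alone (limma, two-sided contrasts). From *isp-1* to *nuo-6* worms it was greater for 5 of 8 genes (median difference 0.20), and 1 passed, that of *gpd-2* (0.48). From *nuo-6* to *daf-2* worms it was greater for 5 of 8 genes (median difference 0.77), where 5 passed, and *gpd-2* went the other way and passed too (-0.67). Together 18 of the 24 steps go up. The full order of the 4 strains held for *mtl-1* and *acs-17* with all libraries, but the step of *mtl-1* from *isp-1* to *nuo-6* worms is 0.09 (SE 0.59). It turns without *nuo-6* replicates 2 or 6 (2.82 and 3.10, against 3.11 in *isp-1*) or *isp-1* replicates 4 or 6 (3.28 and 3.32, against 3.20 in *nuo-6*), and that of *acs-17* from *clk-1* to *isp-1* worms turns without *isp-1* replicate 2 (0.305 against 0.311). The lowest change was in *clk-1* worms for 8 of 8 genes, and the highest was in *daf-2* worms for 5 of 8. For *gpd-2* the changes in *clk-1* and *daf-2* worms are close (0.73 and 0.75). The lowest is that of *daf-2* worms without *clk-1* replicate 1 (0.83 in *clk-1*) or without *daf-2* replicate 2 (0.71 in *daf-2*).

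**Figure D3:**
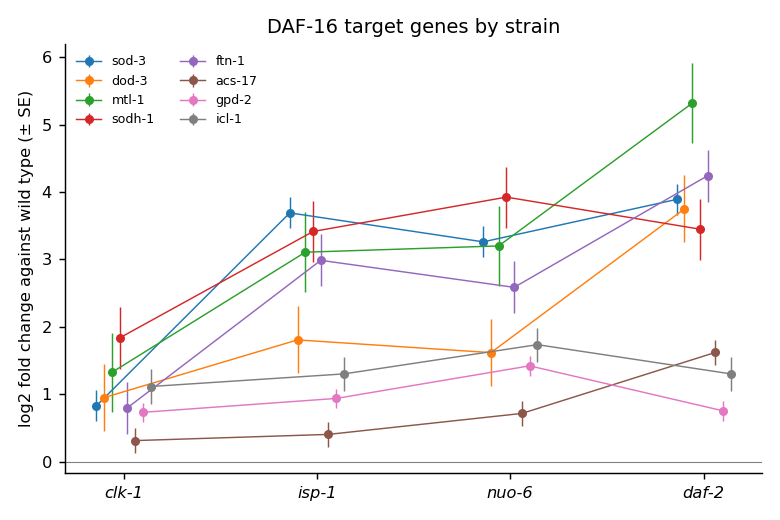
Log2 fold change against wild-type worms (± SE) of the 8 DAF-16 target genes in *clk-1*, *isp-1*, *nuo-6* and *daf-2* worms, 1 line per gene, from 6 libraries per strain. All 8 lines rise from *clk-1* to *isp-1*, while 5 of 8 rise from *isp-1* to *nuo-6* and 5 of 8 from *nuo-6* to *daf-2*.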

Combined these results suggest that there may be a threshold for DAF-16 activation with respect to longevity and that *daf-2* and *daf-2;zIs356* worms are at or above this threshold, while the individual mitochondrial mutants are all below the threshold such that lifespan continues to increase with further DAF-16 activation.

### Increasing levels of reactive oxygen species modulates expression of DAF-16 target genes

Having shown that DAF-16 is required for the longevity of the mitochondrial mutants as is true for *daf-2* worms, we next sought to determine the extent to which there is a common underlying mechanism. Previous work has demonstrated that the levels of reactive oxygen species (ROS) are increased in *clk-1*, *isp-1*, *nuo-6*, *daf-2* and *glp-1* mutants, and importantly that this increase in ROS is required for their longevity [14,41–44]. In addition, a number of experiments have shown that DAF-16 can be activated by ROS [24,35,45,46]. Accordingly, we hypothesized that one of the common underlying mechanisms of lifespan extension in all of these mutants would be the activation of DAF-16 by ROS.

To test this hypothesis, we examined the effect of increasing ROS on the nuclear localization of DAF-16 and expression of DAF-16 target genes. We treated worms with two different compounds that increase intracellular levels of ROS: 4 mM paraquat or 300 μM juglone. As had been previously observed [24], we found that increasing ROS resulted in nuclear localization of DAF-16:GFP, similar to what we had observed in *clk-1* and *isp-1* mutants (**Fig 7A, S1 Fig**). Increasing the levels of ROS through treatment with 4 mM paraquat also resulted in the upregulation of DAF-16 target genes, including *dod-3*, *mtl-1*, *sodh-1* and *ftn-1* (**Fig 7B–7E**). Importantly, the upregulation of these genes was prevented by the *daf-16(mu86)* mutation (**Fig 7B–7E**). Note that we and others have previously shown that treating worms with either paraquat or juglone can extend longevity [14,41,47,48].

**Fig 7:**
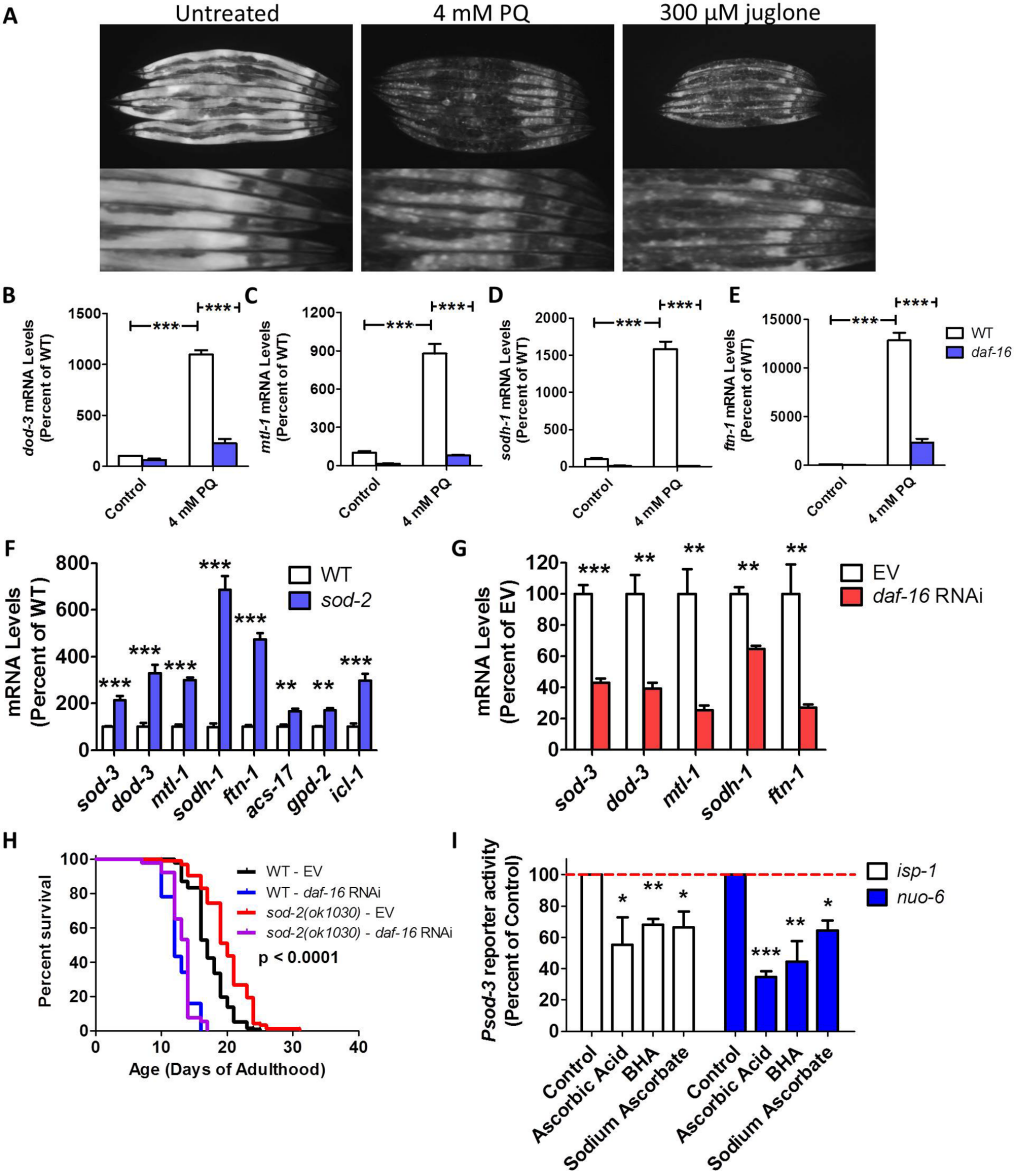
Reactive oxygen species cause nuclear localization of DAF-16 and activation of DAF-16 target genes. **A.** Increasing ROS levels through treatment with either 4 mM paraquat (PQ) or 300 μM juglone results in the nuclear localization of DAF-16. Young adult worms were treated with 300 μM juglone for 2 hours or 4 mM paraquat for 1 day. Age-matched untreated worms exhibited no nuclear localization of DAF-16:GFP (controls for 4 mM paraquat treated worms are shown). In wild-type worms, treatment with 4mM paraquat results in upregulation of DAF-16 target genes *dod-3* (**B**), *mtl-1* (**C**), *sodh-1* (**D**), and *ftn-1* (**E**). In contrast, this increase in gene expression resulting from elevated ROS is markedly reduced in the *daf-16(mu86)* deletion mutant (**B-E**)**. F.** As in the long-lived mitochondrial mutants and worms treated with 4 mM paraquat, multiple DAF-16 target genes are upregulated in *sod-2* deletion mutants. **G.** The upregulation of the DAF-16 target genes in *sod-2* worms is dependent on DAF-16 as knocking down *daf-16* mRNA using RNAi decreased the upregulation of DAF-16 target genes in *sod-2* worms. **H.** *daf-16* RNAi decreases the long lifespan of *sod-2* worms, indicating that DAF-16 is required for their longevity. P-value indicates significance of difference between EV (red) and *daf-16* RNAi (purple) for *sod-2* worms. **I.** Activation of the DAF-16 target gene *sod-3* in *isp-1* and *nuo-6* worms was reduced by treatment with antioxidants: 10 mM ascorbic acid, 25 μM butylated hydroxyanisole (BHA) or 10 mM sodium ascorbate. Error bars indicate SEM. *p<0.05, **p<0.01, ***p<0.001. Data and N for the lifespan experiments are included in **S2 Table**.

To further explore the role of elevated ROS, we examined gene expression in *sod-2* mutants, since these worms have a decreased ability to specifically detoxify mitochondrial ROS and, similar to the mitochondrial mutants, have increased lifespan [8]. As with the long-lived mitochondrial mutants, we found that many DAF-16 target genes are upregulated in *sod-2* worms (**Fig 7F**; see **Fig 1C–1J** to compare to results from mitochondrial mutants), and that the upregulation of these genes is dependent on DAF-16 (**Fig 7G**; see **Fig 3A–3E** to compared to results from mitochondrial mutants).

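The deposited RNA sequencing table of *sod-2* worms holds 12 libraries, 6 of *sod-2* and 6 of wild-type worms sequenced with them, and 14596 genes were tested in a fit of their own. The values are CPM, scaled by 1 factor per library that is 0.980 to 1.03 times the one found by TMM from the same reads, and whole reads could be recovered for 100% of the genes, with 22586580 to 33412986 reads per library (26833072 at the median of *sod-2* and 28780416 at that of wild-type). The *sod-2* transcript measured 0.278 ± 0.214 normalized CPM in *sod-2* and 86.4 ± 3.79 in wild-type worms (mean ± SD, 6 libraries each). In *sod-2* worms 341 genes were upregulated and 101 downregulated (396 and 100 by edgeR). The numbers rest on single libraries: 211 and 58 genes were called without WT replicate 3, and 620 and 166 without *sod-2* replicate 1. The authors also deposited an earlier table of whole read counts of the same 12 libraries. Between the tables, 332 of the 14562 genes in both (2.28%) shifted by more than 0.25 on the log2 scale in one strain against the other, with no overlap between libraries, and in 269 of these the ratio of later to earlier reads was lower in wild-type than in *sod-2* libraries. They make up 139 of 433 genes called in *sod-2* worms (32.1%) and 1.37% of the other genes (one-sided Fisher's exact test, p = 1.5e-128). The gene with the largest increase on the log2 scale used, *cpg-7*, had a mean of 7.17 wild-type reads per library in the later and 4622 in the earlier table, with 3728 and 3713 reads in *sod-2* worms. B0280.17 and F26F4.2, next in size on that scale, have 0 wild-type reads in the later table and means of 954.5 and 554.7 in the earlier one. Of the largest decreases besides *sod-2* itself, Y48G8AL.20 fell by 4.60 on the log2 scale, and *srp-5*, down in all 7 other strains too, is also counted differently between the tables, its wild-type value resting partly on WT replicate 6 (10.2 normalized CPM, next 7.65).

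**Figure D4:**
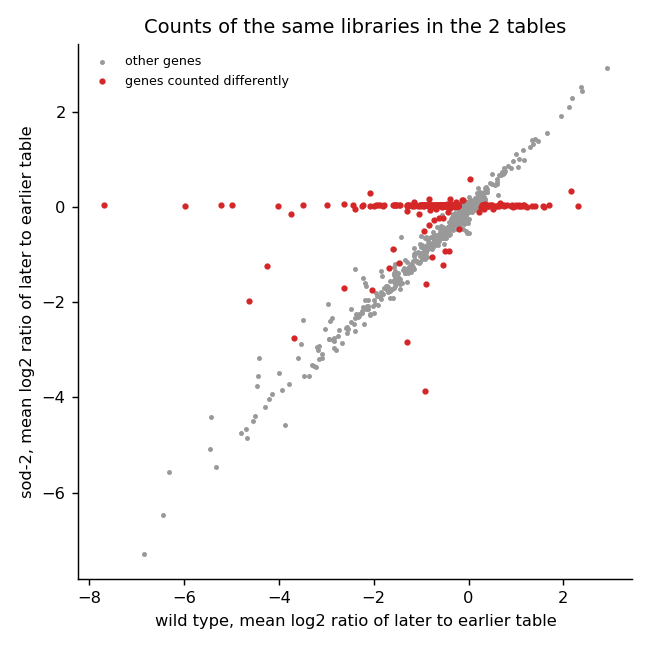
Mean log2 ratio of the read counts in the later to those in the earlier table, for wild-type libraries (horizontal) and *sod-2* libraries (vertical), 1 dot per gene. The 332 red genes are those counted differently, and most of them spread along the wild-type axis.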

Next, we compared RNAseq results between *sod-2* and *daf-2* worms. 

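Of 325 upregulated genes of *sod-2* worms tested in both experiments, 123 (37.8%) are also upregulated in *daf-2* worms, against 55.7 by chance over 13911 genes (one-sided hypergeometric test, adjusted p = 1.9e-19). The share moved most with the earlier table of counts (edgeR), to 54.8%. Another 28 were downregulated in *daf-2* worms.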

Among the genes that are upregulated in *sod-2* mutants, 36% are also upregulated in *daf-2* worms (**S5 Fig**). 

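Of 86 downregulated genes of *sod-2* worms tested in both experiments, 35 (40.7%) are also downregulated in *daf-2* worms, where 14.1 would be by chance (one-sided hypergeometric test, adjusted p = 6.8e-08), and 15 were upregulated there. The share was 28.1% at a false discovery rate below 0.01 in both lists.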

Among the genes that are downregulated in *sod-2* worms, 24% are also downregulated in *daf-2* worms (**S5 Fig**). Thus, as with the mitochondrial mutants, there is considerable overlap in the transcriptional changes present in *sod-2* and *daf-2* worms. 

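With only the genes counted alike in both tables, a setting chosen after the data had been seen, 161 genes were upregulated and 48 downregulated in *sod-2* worms, and 50.6% and 46.7% of them changed the same way in *daf-2* worms. The earlier table gave 220 upregulated and 51 downregulated genes by edgeR, of which 181 and 45 are called in the later table too. No simulation of shared controls was made for *sod-2*, whose own wild-type libraries resemble those of the other experiment in pairs. If these come from the same worms, the chance numbers and p-values given for the *sod-2* overlaps do not allow for it. From the genes that change the same way in *sod-2* and *daf-2* worms, the paper concludes that their transcriptional changes overlap considerably, as in the mitochondrial mutants.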

Since *sod-2* can be transcriptionally regulated by DAF-16, it is possible that the overlap in gene expression between *sod-2* and *daf-2* worms could results from being in the same pathway (*daf-2* → *daf-16* → *sod-2* → *daf-16* target genes), but, given the function of *sod-2*, we believe it is more likely that the elevated ROS in *sod-2* mutants causes DAF-16 activation. Finally, we examined the effect of *daf-16* RNAi on *sod-2* lifespan and found that the long life of *sod-2* worms is completely abolished by *daf-16* RNAi (**Fig 7H**). Combined, our data suggests that elevated ROS can cause the nuclear localization of DAF-16, activation of DAF-16 target genes, and a DAF-16-dependent increase in lifespan.

### Decreasing ROS levels reduces expression of DAF-16 target gene in long-lived mitochondrial mutants

Having shown that increasing ROS levels can activate DAF-16 target genes, we next sought to determine whether elevated levels of ROS contribute to modulation of DAF-16 target genes in the long-lived mitochondrial mutants. First, we sought to confirm that ROS levels are increased in the mitochondrial mutant strains, and determine whether this increase is dependent on DAF-16. For this purpose, we stained wild-type, *daf-16*, *clk-1*, *clk-1;daf-16*, *isp-1* and *isp-1;daf-16* worms with the ROS-sensitive dye dihydroethidium (DHE). As we and others have previously observed [14,49], DHE fluorescence is significantly increased in *clk-1* and *isp-1* worms (**S6 Fig**). The increase in ROS levels in these mutants is independent of DAF-16, as *clk-1;daf-16* and *isp-1;daf-16* mutants both show elevated levels of ROS (**S6 Fig**). This indicates that DAF-16 activation does not contribute to the elevated ROS levels in these long-lived mitochondrial mutants.

Having shown that ROS levels are increased in the long-lived mitochondrial mutants, we next sought to determine whether these ROS activate DAF-16. If elevated ROS in the long-lived mitochondrial mutants are causing activation of DAF-16 leading to upregulation of DAF-16 target genes, then decreasing ROS levels through treatment with an antioxidant should prevent the upregulation of DAF-16 target genes. To test this we used the *Psod-3*::*GFP* reporter strain. We treated *isp-1;Psod-3*::*GFP* and *nuo-6;Psod-3*::*GFP* worms with three different antioxidants that have previously been shown to decrease levels of ROS in worms: ascorbic acid, butylated hydroxyanisole and sodium ascorbate [42,43]. In each case, we found that the antioxidant treatment decreased activation of the *Psod-3*::*GFP* reporter (**Fig 7I**), suggesting that reporter was being activated by elevated ROS. We previously showed that this same antioxidant treatment decreases the lifespan of *isp-1* worms [47], *clk-1* worms [50], and *sod-2* worms [51]. While these results indicate that decreasing ROS levels with antioxidants, reduces the expression of the DAF-16 target gene *sod-3*, they do not exclude the possibility that other transcription factors, such as SKN-1, contribute to the ROS-mediated upregulation of *sod-3* and other DAF-16 target genes.

### DAF-16 deubiquitylase MATH-33 is required for the longevity of long-lived mitochondrial mutants

It was recently shown that the deubiquitylase MATH-33/USP7 stabilizes DAF-16 during decreased insulin-IGF1 signaling by reducing DAF-16 ubiquitylation thereby preventing degradation by the proteasome [52]. As with mutations in *daf-16*, a loss of function mutation in *math-33* was found to completely abolish the increased lifespan of *daf-2* mutants. To determine if MATH-33 is also required for the longevity of the long-lived mitochondrial mutants, we knocked down *math-33* expression using RNAi. We found that *math-33* RNAi markedly reduced the lifespan of *clk-1*, *isp-1* and *nuo-6* worms (**Fig 8A–8C**). In accordance with previous work [52], *math-33* RNAi shortened the lifespan of *daf-2* worms (**Fig 8D**). Finally, we tested the role of *math-33* in *glp-1* germline ablation mutants and found that knocking down *math-33* completely prevented their increase in lifespan (**Fig 8E**). To confirm the results of the RNAi experiments, we generated *isp-1;math-33* and *nuo-6;math-33* double mutants (note that we were unable to generate *clk-1;math-33* double mutants possibly due to lethality). As with RNAi knockdown, deletion of *math-33* also reduced the long life of both *isp-1* and *nuo-6* mutants (**S7 Fig**).

**Fig 8:**
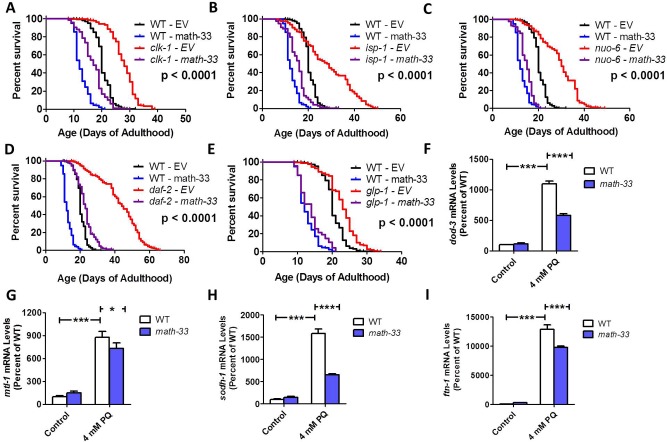
Deubiqutitylase MATH-33/USP7 is required for lifespan of long-lived mutants and upregulation of DAF-16 target genes by reactive oxygen species. Decreasing the expression of *math-33* by RNAi reduced the lifespan of the long-lived mitochondrial mutants *clk-1* (**A**), *isp-1* (**B**), and *nuo-6* (**C**). Similarly, knockdown of *math-33* reduced the lifespan of both *daf-2* mutants (**D**), and *glp-1* mutants (**E**). This indicates that MATH-33 is required for the longevity of the long-lived mitochondrial mutants. A mutation in *math-33* decreases the upregulation of the DAF-16 target genes in response to reactive oxygen species (4 mM paraquat (PQ) treatment) but not under basal conditions: *dod-3* (**F**), *mtl-1* (**G**), *sodh-1* (**H**), and *ftn-1* (**I**). Error bars indicate SEM. *p<0.05, **p<0.01, ***p<0.001. P-value indicates significance of difference between EV (red) and *math-33* RNAi (purple) for the experimental strain. Data and N for the lifespan experiments are included in **S2 Table**.

To test the extent to which *math-33* is required for the upregulation of DAF-16 target genes in response to elevated ROS, we treated wild-type worms and *math-33* deletion mutants with 4 mM paraquat and examined the expression of four DAF-16 target genes using quantitative real-time RT-PCR. We found that in each case, the ability of ROS to activate DAF-16 targets was diminished in *math-33* mutants (**Fig 8F and 8I**).

### DAF-16-target-regulating transcription factor PQM-1 is required for the longevity of long-lived mitochondrial mutants

The activation of DAF-16 target genes, especially those that are downregulated in response to decreased insulin-IGF1 signaling, have been shown to be co-regulated by the transcription factor PQM-1 [27]. PQM-1 appears to act in conjunction with DAF-16 to promote growth and development, or repair and maintenance depending on the environmental conditions. Accordingly, we tested the role of PQM-1 in the lifespan of the long-lived mitochondrial mutants. We found that knocking down *pqm-1* expression using RNAi partially reduced the lifespan of *clk-1*, *isp-1* and *nuo-6* mutants (**Fig 9A–9C**). Similarly, *pqm-1* RNAi also reduced the lifespan of *daf-2*, as previously noted [27], and *glp-1* mutants (**Fig 9D–9F**).

**Fig 9:**
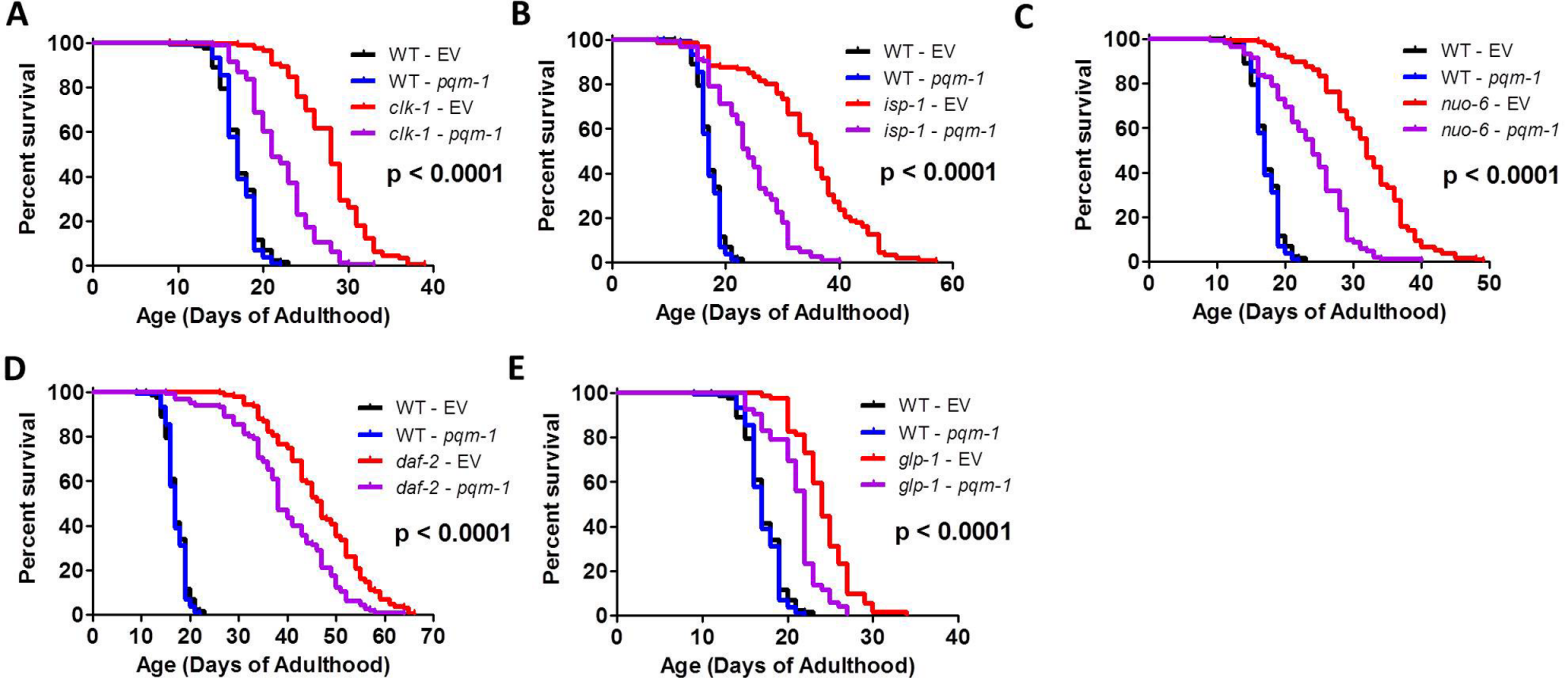
The transcription factor PQM-1 is required for longevity of long-lived mitochondrial mutants. Decreasing *pqm-1* expression by RNAi decreased the lifespan of *clk-1* (**A**), *isp-1* (**B**), and *nuo-6* (**C**) worms. Similarly, knockdown of *pqm-1* partially reduced the lifespan of *daf-2* (**D**), and *glp-1* (**E**) mutants. P-value indicates significance of difference between EV (red) and *pqm-1* RNAi (purple) for the experimental strain. Data and N for the lifespan experiments are included in **S2 Table**.

### Proteins that modify DAF-16/FOXO in response to oxidative stress are required for the longevity of long-lived mitochondrial mutants

Multiple proteins have been shown to interact with DAF-16 under conditions of elevated ROS to promote DAF-16 activation, nuclear localization of DAF-16, and changes in the expression of DAF-16 target genes. The protein kinase MST1 has been shown to phosphorylate FOXO in response to treatment with ROS, thereby disrupting its interaction with 14-3-3 proteins and promoting its nuclear localization [46]. Overexpression of *cst-1*, the *C*. *elegans* homolog of MST1, increases lifespan in a *daf-16-*dependent manner, while *cst-1* RNAi reduces the lifespan of *daf-2* worms [46]. Similarly, β-catenin has been shown to bind to FOXO in order to increase FOXO transcriptional activity in response to ROS. Loss of *bar-1*, the *C*. *elegans* homolog of β -catenin, results in decreased lifespan, and decreased upregulation of the DAF-16 target gene *sod-3* in response to paraquat [45]. Finally, the nuclear import receptor transportin-1 (TNPO1) has been shown to form a disulfide complex with FOXO4 in response to ROS leading to nuclear localization of FOXO4 [35]. This mechanism is conserved in *C*. *elegans* as knockdown of the *C*. *elegans* homolog of transportin-1 *imb-2* prevents the nuclear localization of DAF-16:GFP in response to paraquat-induced ROS [35].

Because CST-1/CST-2, BAR-1 and IMB-2 act with DAF-16 to upregulate DAF-16 target genes in response to ROS, we hypothesized that these genes might be important for the longevity of the long-lived mitochondrial mutants. Accordingly, we tested the effect of knocking down these three DAF-16 interacting proteins on the lifespan of *clk-1*, *isp-1* and *nuo-6* worms. We found that knocking down *imb-2* or *cst-1/cst-2* substantially decreased the lifespan of all three mitochondrial mutants (**Fig 10A–10F**). RNAi against *imb-2* or *cst-1/cst-2* also decreased the lifespan of *daf-2* and *glp-1* mutants (**S8 Fig**). However, it should be noted that the magnitude of the effect on *daf-2* and *glp-1* lifespan was less than in the mitochondrial mutants. Finally, we found that knockdown of *bar-1* resulted in a small but significant reduction in *clk-1*, *isp-1* and *nuo-6* lifespan (**Fig 10G–10I**), but did not affect the longevity of *daf-2* mutants (**S8 Fig**).

**Fig 10:**
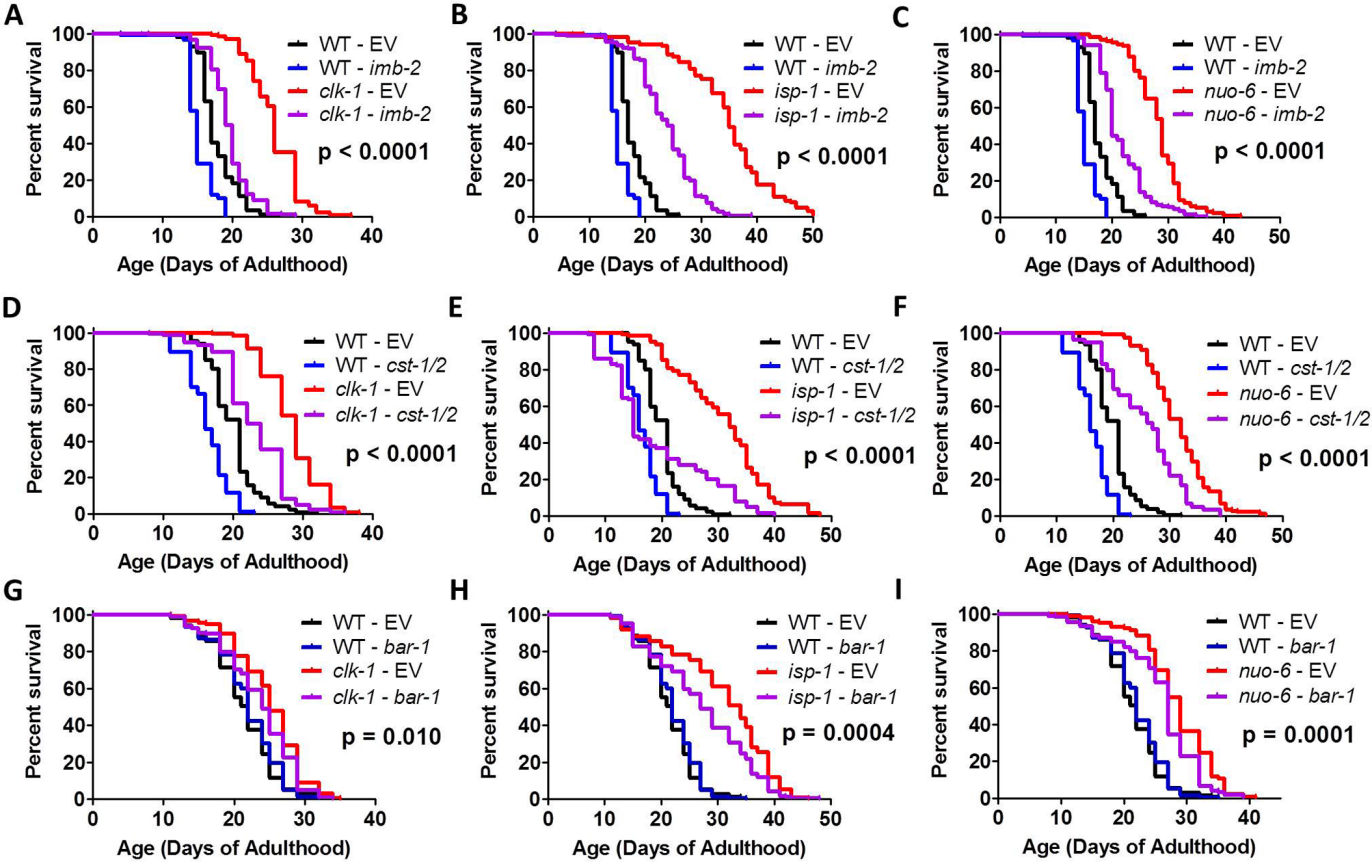
Lifespan of long-lived mitochondrial mutants is dependent on DAF-16 interacting proteins IMB-2, CST-1/CST-2 and BAR-1. Decreasing the expression of the transportin-1 homolog *imb-2* by RNAi decreases the lifespan of *clk-1* (**A**), *isp-1* (**B**)and *nuo-6* (**C**) mutants. Knockdown of the protein kinase *cst-1/cst-2* using RNAi also decreases the lifespan of *clk-1* (**D**), *isp-1* (**E**)and *nuo-6* (**F**) mutants. Decreasing expression of the B-catenin homolog *bar-1* results in a mild, but significant, decrease in *clk-1* (**G**), *isp-1* (**H**), and *nuo-6* (**I**) lifespan. A single RNAi clone was used to target *cst-1* and *cst-2*, which is indicated as *cst-1/2*. RNAi for *imb-2* was initiated at the egg stage of the experimental generation. RNAi for *cst-1/2* was initiated at the L4 stage of the parental generation. RNAi for *bar-1* was initiated at the L4 stage of the experimental generation since longer treatment with *bar-1* RNAi resulted in protruding vulva and externalization of internal organs. P-value indicates significance of difference between EV (red) and *imb-2/cst-1/2/bar-1* RNAi (purple) for the experimental strain. Data and N for the lifespan experiments are included in **S2 Table**.

While the effect of knocking down *bar-1* on mitochondrial mutant longevity was milder than knockdown of *imb-2* or *cst-1/2*, it should be noted that the RNAi paradigm used was different. Because knockdown of *bar-1* throughout development causes protruding vulva and externalization of internal organs even in wild-type worms, we began RNAi knockdown at the L4 stage, whereas *imb-2* and *cst-1/2* RNAi was begun before development. Nonetheless, the fact that knocking down any of these genes significantly decreases lifespan in all three mitochondrial mutants demonstrates that proteins that facilitate the activation and nuclear localization of DAF-16 in response to ROS are required for the full lifespan of the long-lived mitochondrial mutants.

## Discussion

### Reactive oxygen species as a common mediator of longevity

The Free Radical Theory of Aging proposes that ROS produced by normal metabolism are one of the primary causes of aging. While it is clear that high levels of ROS are toxic and can decrease lifespan, it has been shown that mildly increasing ROS can be beneficial. Deletion of *sod-2*, the primary mitochondrial *sod* gene, causes increased lifespan [8], which is dependent on elevated ROS, since treatment with antioxidants reduces *sod-2* lifespan [41,51]. The ability of ROS to increase lifespan depends on the location of ROS within the cell: while mitochondrial superoxide increases lifespan, cytoplasmic ROS decreases it [50,53]. Similarly, it has been shown that treating worms with ROS-generating compounds, either paraquat or juglone, both result in increased lifespan [14,41,47,48]. In addition, there have been multiple examples of genetic mutations or interventions that increase lifespan in which the increase in lifespan has been shown to be at least partially caused by elevated ROS [54–59], including the long-lived mitochondrial mutant strains studied here.

*clk-1* worms have been shown to have increased levels of ROS [14,41,60,61] and this increase in ROS is required for their longevity [50]. Similarly, *isp-1* worms exhibit increased levels of mitochondrial ROS [14,41,62], and decreasing this ROS through treatment with an antioxidant limits their longevity [41,47]. Finally, *nuo-6* worms have elevated levels of mitochondrial superoxide [41], which is also required for their long lifespan [41].

While the mechanism underlying the longevity of *daf-2* mutants was thought to be through a direct effect of the *daf-2* mutation decreasing insulin-IGF1 signaling and cytoplasmic retention of DAF-16, it was demonstrated that elevated levels of ROS also contribute to the long lifespan of *daf-2* worms [42]. Combined, this suggests that DAF-16 is activated by two routes in *daf-2* mutants: decreased insulin-IGF1 signaling and increased ROS. Similarly, the mechanism underlying lifespan extension in *glp-1* germline ablation mutants was thought to be mediated by DAF-16 as deletion of *daf-16* completely prevents the increased lifespan of *glp-1* mutants [36–38,63]. More recent evidence suggests that elevated ROS also contribute to the longevity of *glp-1* mutants. These worms were shown to have increased levels of mitochondrial ROS, and quenching ROS through treatment with antioxidants reduced their lifespan [43]. Combined these results indicate that elevated ROS contribute to the longevity of mutants in multiple different pathways of lifespan extension.

It is important to note that the ability of ROS to increase lifespan is conserved across species. In yeast, increasing mitochondrial ROS, directly through treatment with menadione, or indirectly with rapamycin, causes increased chronological lifespan [64,65]. In flies, expression of the NADH dehydrogenase NDI1 [66], or knocking down the expression of complex I subunit ND75 [10], causes an increase in ROS that leads to extended longevity. Similar to *clk-1* mutant worms, which have increased ROS that contributes to their longevity [1,2], *Mclk1+/-* mice also exhibit increased ROS and long life [13]. Finally, D-glucosamine was shown to increase lifespan in both worms and in mice as a result of increased levels of ROS [58].

In addition to acting through DAF-16, it is likely that mild elevation of ROS also increase lifespan through NRF2/SKN-1. SKN-1 is activated in response to oxidative stress, and targets of SKN-1 have been shown to be activated in *clk-1*, *isp-1*, *nuo-6*, *daf-2* and *glp-1* mutants, as well as by treatment with paraquat [28,43,49,50,67]. SKN-1 has been shown to be required for the increased longevity observed in *isp-1*, *daf-2* and *glp-1* mutants [43,68]. Interestingly, there are multiple examples of lifespan extending pathways in which both DAF-16 and SKN-1 are involved [68–70]. Thus, an important area for future research will be to define how DAF-16 and SKN-1 interact in response to elevated ROS to promote longevity.

### DAF-16/FOXO as a common mediator of longevity

As the mechanisms by which elevated ROS extend lifespan have not been fully elucidated, we sought to gain insight into these mechanisms by examining overlapping changes in gene expression in three long-lived mitochondrial mutants. We found that there is a highly significant enrichment of DAF-16 target genes among the genes that are modulated in *clk-1*, *isp-1* and *nuo-6* worms and that *daf-16* is required for their longevity. On the surface, our results are surprising as they contradict a well-established belief in the aging research field that mild-impairment of mitochondrial function increases lifespan in a DAF-16-independent manner. This conclusion was reached by multiple different studies [2,5,7,19,32,33]. In these previous studies, it was shown that mild impairment of mitochondrial function by genetic mutation or RNAi increased the lifespan of both wild-type and *daf-16* mutants. From these data, it was concluded that the lifespan increase caused by mild impairment of mitochondrial function is DAF-16 independent, and this idea has persisted in the field [71]. However, the data from these earlier papers also clearly show that a mutation in *daf-16* decreases the long lifespan induced by RNAi or genetic mutations affecting mitochondrial genes, which is entirely consistent with our data, and indicates that *daf-16* is required for the full increase in longevity caused by mild impairment of mitochondrial function.

The interpretation of this data is complicated by the fact that *daf-16* RNAi or a mutation in *daf-16* can decrease lifespan in wild-type worms. As a result, more evidence is needed to either support or rule out a role for DAF-16 in the longevity resulting from mild impairment of mitochondrial function. Our new data showing (1) increased nuclear localization of DAF-16 in mitochondrial mutant strains, (2) upregulation of DAF-16 target genes in mitochondrial mutant strains, (3) a significant overlap in gene expression changes in the mitochondrial mutants and *daf-2* worms, and (4) that multiple DAF-16 interacting proteins are also required for the long life of the mitochondrial mutant strains, provides strong support for the interpretation of the data in which the lifespan increase resulting from mild impairment of mitochondrial function is DAF-16 dependent, but that other DAF-16-independent pathways also contribute to their longevity.

In comparing our results to previous studies it should be noted that these previous studies primarily involved RNAi against different mitochondrial genes than those studied here using genetic mutations. In addition to the fact that different genes were targeted, it is also important to note that the mechanism of lifespan extension has been shown to be different between genetic mutations affecting the mitochondria and RNAi against genes encoding mitochondrial proteins [6]. Thus, additional studies would need to be performed to make firm conclusions about the DAF-16 dependency resulting from RNAi targeting mitochondrial proteins.

Similarly, while two previous studies have shown that the lifespan increase resulting from treatment with low concentrations of paraquat is reduced by a *daf-16* mutation [14,41], further studies were not performed to determine the role of DAF-16 in increasing lifespan. Our current results show that paraquat treatment causes the nuclear localization of DAF-16, and a *daf-16-*dependent upregulation of DAF-16 target genes. Similarly, we show that *sod-2* deletion mutants exhibit a *daf-16-*dependent upregulation of DAF-16 target genes and that deletion of *daf-16* abolishes the lifespan increase in *sod-2* worms. Combined, these results indicate that DAF-16 is required for the enhanced longevity that results from elevated ROS.

In previous studies involving genetic mitochondrial mutants, it was found that a mutation in *daf-16(m26)* only mildly reduced the maximum lifespan of *clk-1(e2519)* worms but did not reduce mean lifespan [2] and that a *daf-16(m26)* mutation reduced the lifespan of *isp-1* worms [5], but to a lesser extent than we observed in our study. To determine whether the magnitude of lifespan decrease caused by *daf-16(mu86)* mutation in our study and this previous study stems from the specific allele of *daf-16* that was studied, we examined the effect of the two different *daf-16* mutations, *mu86* and *m26*, on the lifespan of *isp-1* worms. The *mu86* allele that we utilized is a null allele resulting from a deletion that affects all of the *daf-16* isoforms, while the *m26* allele is a point mutation (G to A transition) that affects a splicing site. This mutation should not affect DAF-16 isoforms a, e and g, since these isoforms do not contain the exon bearing the *m26* mutation. Importantly, *daf-16* isoform a has been shown to regulate longevity [30,72]. In addition, two abnormally spliced species were detected in *daf-16(m26)* mutants [22] and this mutant fails to completely suppress dauer formation in *daf-2* mutants [73]. While both *daf-16* alleles decreased the lifespan of *isp-1* mutants, the magnitude of this decrease was greater for the *mu86* allele than the *m26* allele, indicating that the impact on longevity is related to the severity of the *daf-16* mutation.

### Conclusions

Overall, this work indicates that there is considerable overlap between different pathways of lifespan extension, which were previously thought to be distinct. Just as ROS-mediated signaling now appears to play an important role in the lifespan extension resulting from mild impairment of mitochondrial function [41,50], decreased insulin-IGF1 signaling [42], germline ablation [43], dietary restriction [54] and transient hypoxia [74], our work demonstrates that DAF-16 is required for the long lifespan resulting from mild impairment of mitochondrial function, and, combined with previous work, indicates that DAF-16 is a common downstream mediator of longevity in multiple pathways of lifespan extension.

## Materials and methods

### Strains

Strains were maintained at 20°C on nematode growth media (NGM) plates seeded with OP50 bacteria. The following strains were used in these experiments. N2(WT), *clk-1(qm30)*, *isp-1(qm150)*, *nuo-6(qm200)*, *sod-2(ok1030)*, *daf-2(e1370)*, *glp-1(e2141)*, CF1553 *muIs84[Psod-3*::*GFP*,*rol-6]*, *daf-16(mu86)*, *math-33(tm6724)*, TJ356 *zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*, DR26 *daf-16(m26)*, MQ1050 *isp-1(qm150);daf-16(m26)*. The following mutant strains were generated as previously described [75]:

JVR456 *isp-1(qm150); math-33(tm6724)*

JVR457 *nuo-6(qm200); math-33(tm6724)*

JVR176 *isp-1(qm150); muIs84[Psod-3*::*GFP+rol-6]*

JVR181 *clk-1(qm30); muIs84[Psod-3*::*GFP+rol-6]*

JVR307 *daf-2 (e1370); muIs84[Psod-3*::*GFP+rol-6]*

JVR308 *glp-1 (e2141); muIs84[Psod-3*::*GFP+rol-6]*

JVR317 *nuo-6(qm200); muIs84[Psod-3*::*GFP+rol-6]*

JVR303 *sod-2(ok1030); muIs84[Psod-3*::*GFP+rol-6]*

JVR297 *clk-1 (qm30); zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*

JVR299 *nuo-6(qm200); zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*

JVR302 *isp-1(qm150); zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*

JVR304 *daf-2(e1370); zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*

JVR316 *clk-1(qm30); daf-16(mu86)*

JVR327 *daf-2 (e1370); daf-16(mu86)*

JVR380 *isp-1(qm150);daf-16(mu86)*

JVR333 *daf-16(mu86) I; zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*

JVR334 *clk-1(qm30); daf-16(mu86);zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*

JVR335 *isp-1(qm150);daf-16(mu86);zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]*

We were unable to generate *nuo-6(qm200);daf-16(mu86)* or *nuo-6(qm200);daf-16(mu86);zIs356[Pdaf-16*:*daf-16a/b*::*GFP+rol-6(su1006)]* worms because of the close proximity of *nuo-6* and *daf-16* on chromosome I. We were also unable to generate *clk-1(qm30);math-33(tm6724)* double mutants. *clk-1;math-33+/-* worms repeatedly failed to produce any *clk-1;math-33* homozygous offspring suggesting that this combination might be lethal.

### Isolation of mRNA

mRNA was isolated from well fed, synchronized, pre-fertile young adult worms as described previously [50]. For RNAseq experiments, mRNA was collected from six biological replicates. For quantitative real-time RT-PCR experiments, mRNA was collected from at least three biological replicates. The samples used for RNAseq analysis and quantitative real-time RT-PCR were separate, independent samples.

### RNA sequencing

RNA sequencing and analysis was performed as described previously [49]. Six biological replicates per strain were sequenced individually on an Illumina NextSeq 500 sequencer. Read quality was assessed using FastQC v. 0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and one-pass aligned to WBcel235 *C*. *elegans* genome using STAR v. 2.5.2b [76] with default parameters and “—outReadsUnmapped None”. The STAR genome index was generated with the corresponding Ensembl WBcel235 build 89 GTF annotations integrated. Transcript abundances were quantified using the “—quantMode GeneCounts” option enabled during alignment. Differential gene expression analysis was performed using the quasi-likelihood framework in edgeR package v. 3.20.1 [77] in R v. 3.4.1. Gene names, gene IDs, and predicted function annotations were downloaded using the biomaRt package v. 2.34.0.

Venn diagrams of overlapping genes were generated using the free online tool BioVenn: http://www.biovenn.nl/. Heat maps were generated using the free online tool from the Broad Institute Morpheus: (https://software.broadinstitute.org/morpheus/).

### Quantitative real-time RT-PCR

Quantitative real-time RT-PCR (qPCR) was performed by converting mRNA to cDNA using a High-Capacity cDNA Reverse Transcription kit (Life Technologies/Invitrogen) according to the manufacturer’s directions. qPCR was performed using a FastStart Universal SYBR Green kit (Roche) in an AP Biosystems RT-PCR machine [51]. The threshold was set at 1.5 as this value routinely fell within the exponential portion of the graph of relative fluorescence versus cycle number. The amount of each mRNA was calculated as the relative copy number of the gene of interest compared to the relative copy number of *act-3* mRNA, then expressed as a percentage of wild-type. The following primer sequences were used for qPCR:

***sod-3*** (AAAGGAGCTGATGGACACTATTAAGC, AAGTTATCCAGGGAACCGAAGTC)

***dod-3*** (AAGTGCTCCGATTGTTACGC, ACATGAACACCGGCTCATTC)

***mtl-1*** (ATGGCTTGCAAGTGTGACTG, GCTTCTGCTCTGCACAATGA)

***sodh-1*** GAAGGAGCTGGAAGTGTTGTTC, CTCCACGTATAGTGAGGTACTCCTG)

***ftn-1*** (GAGTGGGGAACTGTCCTTGA, CGAATGTACCTGCTCTTCCA)

***acs-17*** (GGAGACTATCACTGGAGAAGCTATG, GAACTGCTTCGTCTCCAAGAGTAG)

***gpd-2*** (CTCCATCGACTACATGGTCTACTTG, AGCTGGGTCTCTTGAGTTGTAGAC)

***icl-1*** (TGTGAAGCCGAGGACTACCT, TCTCCGATCCAAGCTGATCT).

### Nuclear localization of DAF-16

Nuclear localization of DAF-16 was visualized using a reporter strain in which *daf-16* is fused to GFP: TJ356 *zIs356 [Pdaf-16*::*daf-16a/b*:*GFP+rol-6(su1006)]* [24]. Worms were immobilized using levamisole on an unseeded NGM plate prior to visualization using a Nikon SMZ1500 fluorescence dissecting microscope. In the *clk-1* and *isp-1* strains, we performed experiments in a *daf-16* mutant background so that the nuclear localization of the endogenous DAF-16 would not interfere with the nuclear localization of DAF-16:GFP, as others had done previously [35].

### Activation of *Psod-3*::*GFP* reporter strain

A *Psod-3*::*GFP* reporter strain was used to monitor the activation of DAF-16 target genes [34]. Quantification of reporter activity was performed as described previously [28].

### Lifespan

Lifespan assays were completed at 20°C except where noted. Lifespan was measured on NGM plates containing 25μM FUdR except where noted. This concentration inhibits the development of progeny after the first transfer and has minimal effect on longevity compared to NGM plates with no FUdR [78]. Lifespans involved *zIs356* worms were performed on plates containing 100 μM FUdR as these worms do not show extended longevity on NGM plates with no FUdR. For each lifespan assay, three biological replicates of at least 50 worms per replicate were performed. Each replicate was performed by a different experimenter. All of the experimenters were blinded to the genotype and or the treatment (RNAi knockdown) of the samples being tested. Worms that crawled off the plate, had internal hatching of progeny or expulsion of internal organs were censored.

### RNA interference

RNAi was performed on NGM plates containing 1 μg/ml IPTG and 50 μg/ml carbenicillin. A single colony of RNAi bacteria from a freshly streaked LB-Tet-Amp plate was grown for 10–12 hours in LB media containing 50 μg/ml carbenicillin. Bacteria were concentrated 5X prior to seeding plates. Bacteria were allowed to dry and grow for 2 days before introducing worms. Three different paradigms were used to administer RNAi depending on the effect of the gene knockdown on fertility and development: RNAi treatment was begun either at the parental L4 generation, at the egg stage or at the L4 stage of the experimental animals. The paradigm utilized was chosen to allow worms to reproduce and to develop to adulthood. The majority of genes targeted by RNAi were knocked down by the standard L4 parental paradigm (*daf-16* (R13H8.1), *pqm-1* (F40F8.7), *cst-1/2* (F14H12.4 and C24A8.4 both targeted by F14H12.4), and *math-33* (H19N07.2). *imb-2* and *bar-1* knockdown using the L4 parental paradigm resulted in larval arrest, sterility, and/or proclivity to extrude the germline (resulting in high levels of censoring). To circumvent these phenotypes, yet allow strongest RNAi knockdown and assessment of lifespan, the following paradigms were implemented. For *imb-2* (R06A4.4), RNAi treatment was initiated at the egg stage for the experimental animals. *bar-1* (C54D1.6) knockdown was performed by directly plating L4 worms to RNAi plates.

### Dihydroethidium staining for ROS

The levels of ROS were measured using the ROS-sensitive dye dihydroethidium (DHE). Approximately 100 day 1 adult worms were picked into a 1.5 ml microcentrifuge tube and washed 3 times in PBS. On the final wash, the level of PBS was reduced to 100 μl, and 100 μl of 30μM DHE was added. Worms were incubated for 1 hour on a shaker at room temperature, washed 3 times in PBS, mounted on a 1.5% agarose pad and immobilized with 5mM levamisole. 30–40 worms were imaged for 3 biological replicates under the 40x objective of an upright Leica compound fluorescence microscope (DM5500B). Fluorescence intensity of ethidium labeled ROS was quantified in the anterior pharynx using a ROI (region of interest) method and ImageJ.

### Statistical analysis

Statistical significance for lifespan assays was assessed using the log-rank test to compare survival curves using GraphPad Prism Version 5. For comparisons involving more than two genotypes or treatments, we used ANOVA to test the significance of differences followed by a Bonferroni posttest to identify specific differences. Error bars indicate standard error of the mean. To determine which genes from the RNAseq data are significantly modulated, we used the quasi-likelihood framework in edgeR package v. 3.20.1 [77] in R v. 3.4.1. To assess the significance of overlapping genes between two strains we used hypergeometric tests, via R, to determine if the number of overlapping up-regulated or down-regulated genes between the two strains was significantly greater than what would be expected by chance. A Benjamini-Hochberg false-discovery rate (FDR) adjustment was used to maintain a 5% FDR after multiple testing.

## Supporting information

S1 Fig Increasing ROS induces mild nuclear localization of DAF-16. The subcellular localization of DAF-16 was monitored using *Pdaf-16*::*daf-16*:*GFP* worms. *clk-1* and *isp-1* worms exhibit weak to medium nuclear localization of DAF-16. Similarly, increasing ROS through treatment with 4 mM paraquat for 24 hours or 300 uM juglone for 2 hours causes mild nuclear localization of DAF-16. Treating worms with 35°C heat for 2 hours induces strong nuclear localization of DAF-16.
(TIF) Click here for additional data file.

S2 Fig Lifespan of *daf-16* mutants is dependent on experimental conditions. To explore the effects of experimental conditions on *daf-16(mu86)* lifespan we varied temperature and FUdR concentration. **A,B.** We found that at 20°C, *daf-16(mu86)* lifespan was similar to wild-type independent of FUdR concentration. **C.** At an elevated temperature of 25°C, *daf-16(mu86)* worms show markedly decreased lifespan. Under conditions in which the *daf-16(mu86)* mutation only mildly decreases lifespan in wild-type worms (20°C, 100 μM FUdR), this mutation markedly decreases longevity in *clk-1* (**D**) and *isp-1* (**E**) mutants. P-values for D,E indicate the significance between red and purple lines. Data and N for the lifespan experiments are included in **S2 Table**.
(TIF) Click here for additional data file.

S3 Fig The ability of mitochondrial mutations *clk-1*, *isp-1* and *nuo-6* to increase lifespan is diminished by decreased levels of DAF-16. The increase in mean (**A**) and maximum (**B**) lifespan that results from mutations in *clk-1*, *isp-1* or *nuo-6* is less when *daf-16* levels are reduced using RNAi. Similarly, the increase in mean (**C**) and maximum (**D**) lifespan that results from mutations in *clk-1* and *isp-1* is less in the presence of the *daf-16(mu86)* deletion mutation. Values for individual replicates are shown in the table below. Error bars indicate SEM. *p<0.05, **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

S4 Fig Overexpression of DAF-16 increases lifespan in wild-type and mitochondrial mutant worms. The effect of DAF-16 overexpression of lifespan was examined by crossing worms to *zcIs356[Pdaf-16*::*daf-16*:*GFP]* transgenic worms. Lifespans were performed under conditions in which *Pdaf-16*::*daf-16*:*GFP* are long-lived (plates containing 100 μM FUdR). **A.** *Pdaf-16*::*daf-16*:*GFP* worms lived longer than wild-type worms, even in a *daf-16(mu86)* mutant background. The long lifespan of *clk-1* (**B**), *isp-1* (**C**), and *nuo-6* (**D**) worms was all significantly increased by expression of DAF-16:GFP. In contrast, DAF-16:GFP expression had little effect on *daf-2* longevity (**E**). The increase in lifespan resulting from the DAF-16:GFP transgene exhibits an inverse relationship with DAF-16 target gene modulation in the control strain. Error bars indicate SEM. Data and N for the lifespan experiments are included in **S2 Table**.
(TIF) Click here for additional data file.

S5 Fig Increasing mitochondrial superoxide through deletion of *sod-2* activates DAF-16 target genes. **A.** Of the genes that are upregulated in *sod-2* mutants, 36% are upregulated in *daf-2* worms. Percentages indicate the percent of all genes upregulated in *sod-2* and *daf-2* worms. **B.** Of the genes that are downregulated in *sod-2* mutants, 24% are also downregulated in *daf-2* worms. Percentages indicate the percent of all genes downregulated in *sod-2* and *daf-2* worms. **C.** Of the top DAF-16 responsive genes from meta-analysis of DAF-16 target genes performed by Tepper *et al*. 2013 that are upregulated in *daf-2* mutants, many are also upregulated in *sod-2* worms. **D.** Of the top DAF-16 responsive genes from Tepper *et al*., 2013 that are downregulated in *daf-2* worms, some are also downregulated in *sod-2* mutants while others are upregulated. mRNA for each strain was isolated from six biological replicates and sequenced individually.
(TIF) Click here for additional data file.

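In *sod-2* worms all 8 DAF-16 target genes had positive log2 fold changes (median 0.76), but *sod-2* replicate 5 is the highest *sod-2* library for 8 of 8 genes, and without it the median is 0.34, with 7 positive, *dod-3* at -0.0517 and *mtl-1* at 0.11 instead of 0.92. With all libraries *sodh-1* was called over all genes (2.55, SE 0.63, adjusted p = 0.0455, limma; 326 ± 381 against 50.2 ± 48.0 normalized CPM in wild-type worms). Adjusted over the list alone, 5 genes were called. The paper took the list from a meta-analysis, but also names all of it except *acs-17* as upregulated in other libraries of the same study. Over all genes edgeR called 0 of the 8 (6 at an unadjusted p below 0.05, against 5 by limma) and DESeq2 called 3. The call of *sodh-1* was lost when any of WT replicates 2 to 6 or of *sod-2* replicates 1, 2, 4 and 5 was left out (log2 fold changes 2.09 to 2.70), and *ftn-1* (1.12, SE 0.30, adjusted p = 0.0630, limma) passed without WT replicate 2 (1.27), *sod-2* replicate 1 (1.25) or *sod-2* replicate 6 (1.23), as *gpd-2* did without *sod-2* replicate 6 (0.47). *sod-3* was not called (0.89, SE 0.32, adjusted p = 0.177), with *sod-2* replicate 5 at 22.1 normalized CPM and the next library at 7.28. Of the 39 genes labelled in Fig 2B, 5 were upregulated (*cdr-2*, F47B8.2, *sodh-1*, T02B5.1 and *ttr-26*), with a median log2 fold change of 0.34 over all 39, and 2 of them with only the genes counted alike in both tables. *ugt-41* was downregulated (-1.07, SE 0.25, adjusted p = 0.0328, limma), though not without WT replicates 3, 4, 5 or 6 (-1.06, -1.09, -1.08 and -0.96) or *sod-2* replicates 3 or 4 (-1.09 and -0.99). Of the 29 genes labelled in Fig 3B, *nrf-6* was downregulated, and the median log2 fold change was -0.11.

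**Figure D5:**
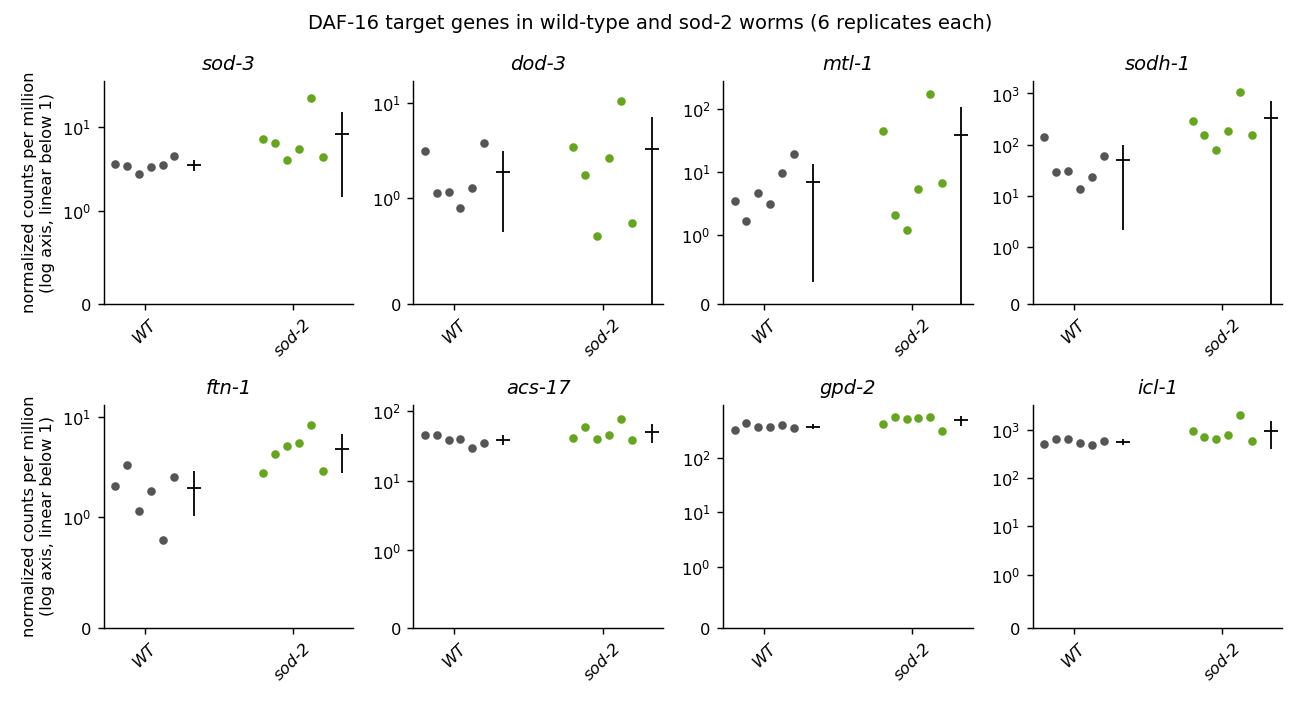
Normalized CPM (log axis, linear below 1) of the 8 DAF-16 target genes in wild-type and *sod-2* worms, 1 dot per library (6 per strain) and the mean ± SD beside them. The means of *sodh-1* are 50.2 in wild-type and 326 in *sod-2* worms, and the libraries of the 2 strains overlap.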

S6 Fig Long-lived mitochondrial mutant worms have increased levels of reactive oxygen species (ROS) that are not dependent on DAF-16. Levels of ROS were measured by staining worms with the ROS-sensitive dye dihydroethidium (DHE). Both *clk-1* and *isp-1* worms show increased DHE fluorescence compared to wild-type worms indicating elevated levels of ROS. Loss of *daf-16* does not decrease ROS levels in *clk-1* or *isp-1* worms indicating that DAF-16 is not required for the elevated ROS levels in these mutants. The loss of *daf-16* resulted in a small increase in ROS levels in *clk-1* and *isp-1* worms but not in wild-type worms. Error bars indicate SEM. *p<0.05.
(TIF) Click here for additional data file.

S7 Fig MATH-33 is required for the long lifespan of *isp-1* and *nuo-6* mutants. A mutation in *math-33* was found to decrease the lifespan of the long-lived mitochondrial mutants *isp-1* and *nuo-6*, but did not decrease the lifespan of wild-type worms. P-value indicates significance of difference between control and *math-33* mutation for the experimental strain. Data and N for the lifespan experiments are included in **S2 Table**.
(TIF) Click here for additional data file.

S8 Fig Requirement of DAF-16 interacting proteins for *daf-2* and *glp-1* lifespan. P-value indicates difference between EV RNAi (red) and gene of interest RNAi (purple) for mutant strain. Data and N for the lifespan experiments are included in **S2 Table**.
(TIF) Click here for additional data file.

S1 Table Differentially expressed genes. Genes that were significantly upregulated or downregulated in *clk-1*, *isp-1*, *nuo-6*, *daf-2* and *sod-2* mutants are listed.
(XLSX) Click here for additional data file.

S2 Table Lifespan data. Individual data points for all lifespan graphs are provided.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

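RNA sequencing of pre-fertile young adult worms was used from 2 experiments, with 1 biological replicate per library. One holds 39 libraries, 6 each of wild-type, *clk-1*, *isp-1*, *nuo-6* and *daf-2* worms and 3 each of *sod-1*, *prdx-2* and libraries labelled *ctl-1*. The other holds 12 libraries, 6 of *sod-2* worms and 6 of wild-type worms sequenced with them. The mapping of each library to its strain comes from the column names and the labels of the samples. Measurements of lifespan, stress resistance, imaging and quantitative PCR were not analysed here.

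The authors aligned the reads to WBcel235 with STAR, counted them with STAR GeneCounts against an Ensembl gene annotation and normalized and tested them with edgeR. Of the 3 deposited tables, the 2 used for the comparisons give a signal that the authors computed, CPM (reads of a gene scaled to the same library total) after a filter on genes whose rule is not stated. Checked on the values, 99.97% to 100% of the genes of every library are whole multiples of 1 step (tolerance 0.05 read), so whole reads could be recovered. TMM-normalized CPM computed from those reads gave back the deposited signal in the 39 libraries. In the 12 libraries the deposited signal was 0.980 to 1.03 times the recomputed one, by 1 ratio per library, so how its factors were obtained is open. The third deposited table holds the count of reads per gene of the 12 libraries as whole numbers, although its name says CPM. The design had assumed CPM there, so edgeR was used on it, as the design provides for counts. It lists 16168 genes, of which 16166 had reads and were tested, and 14562 are shared with the later table of the same libraries. How the authors made that earlier table is not stated.

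The first experiment has 14033 genes and the second 14596, of which 13955 and 14518 have a position in the WBcel235 annotation. Reads per library had a median of 24483360 (21434437 to 28805205) in the first and 28780416 (22586580 to 33412986) in the second. The 10 genes with most reads took 4.83% to 12.6% of the reads of a library in the first and 5.03% to 8.13% in the second. At this depth 1 read is far below the spread between replicates for genes with a mean of at least 1 normalized CPM, and a gene with under 3 reads in a group is given by its level and not by a fold change.

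Each mutant was compared with the wild-type libraries of its own experiment by limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend, two-sided) on log2 of the value plus 0.5, all groups of an experiment in one fit, without covariates. Genes were called at a Benjamini-Hochberg false discovery rate below 0.05 with no threshold on the fold change. The log2 fold changes are on that scale, and the added 0.5 understates the changes of genes with low values. Genes shared by the lists of 3 mutants were tested against independent lists by one-sided binomial tests, and genes shared with *daf-2* worms by one-sided hypergeometric tests with the genes tested in both comparisons as background, adjusted over 8 overlaps. Because the mutants share wild-type libraries, 100 simulations of unchanged groups compared with the same wild-type libraries were counted in the same way. For 8 DAF-16 target genes the adjusted p is given over all genes and adjusted over the list alone. The order of the strains was tested by contrasts within the same limma fit. Genes labelled in Fig 2B and Fig 3B were read from the pictures and are described by counts only, and no set test was made on the meta-analysis genes, whose full list was not used here.

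The genes named are the 8 DAF-16 target genes of Fig 1, the mutated gene of each strain and *daf-16*, and for each comparison the 3 genes with the largest increase and the 3 with the largest decrease among called genes with a mean of at least 1 whose mutant libraries all lie above, or all below, every wild-type library. Changes are ranked on the scale of log2 of the value plus 0.5, and edgeR orders genes with low values differently. Genes labelled in Fig 2B or Fig 3B are named where they go against the direction given there. The rule was set when the paper's figures and its table of called genes for *clk-1* and *isp-1* had been seen. In the closing section the catalase genes *ctl-2* and *ctl-3* and the gene families of sperm proteins, vitellogenins, collagens and eggshell or oocyte genes are outside this rule.

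The chain was tested on simulated data with 200 changed genes per comparison, in fits of the mutant and its wild-type libraries alone. The fit of all 39 libraries, which gave the results of the first experiment, was not simulated in this way. With the library numbers of *clk-1*, limma recovered 26.9% of genes changed 1.5-fold, 80.6% of those changed 2-fold and 97.0% of those changed 4-fold, and 4.2% of its 142 calls were false. With those of *sod-2* the shares were 23.9%, 65.7% and 95.5% (2.4% of 126 calls false), and with 3 libraries against 6, as for *sod-1*, 4.5%, 43.3% and 97.0% (5.9% of 102 calls false). In such fits a change of 1.5-fold is often missed, above all with 3 libraries.

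Alternatives tried, 1 at a time, were a pseudocount of 0.1 or 1, only genes with a mean of at least 1, each mutant fitted with its wild-type libraries alone, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, median-of-ratios scaling, a false discovery rate below 0.01, a log2 fold change of at least 1, leaving out each replicate in turn, the replicate number as a block for *sod-2*, the earlier table of counts for *sod-2*, and a background of genes with a mean of at least 1 for the overlaps. Added after the data had been seen were the use of only the genes counted alike in both tables of the *sod-2* libraries (a shift of at most 0.25 on the log2 scale between strains, or libraries that overlap) and a division of the wild-type libraries between the 2 mutants of an overlap. Figures were drawn with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.

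Reads that map to several genes alike cannot be assigned to a single gene, which concerns paralogs such as *gpd-2* and *gpd-3* or the catalase genes. The strand to which reads were counted is not given in the tables. Gene symbols are those of the deposited tables. The p of the number of genes upregulated in all 3 mitochondrial mutants was too small to be represented and is not given.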

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

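The tests of library depth in *nuo-6* replicate 2, of a deletion in *ctl-3* and of reads shared between catalase genes were chosen only after the results were seen. A sample is called far from the others when its gap to the nearest one, divided by the range of the group, is above the limit of the Dixon test for 6 samples at 5%. Groups of 3 libraries were not tested in this way. Chance puts about 1 in 20 groups above that limit, and of 135 groups tested (the named genes and the total reads) 11 were above it, where 6.75 would be by chance.

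Some of these 11 share a library, namely *clk-1* replicate 4, *nuo-6* replicate 2 and *daf-2* replicate 3, with 2 each. In *clk-1* worms replicate 4 stands apart for *dod-3* (ratio 0.705, 21.9 against 4.72 normalized CPM in the next library) and *icl-1* (0.713, 2510 against 1200). Without it the log2 fold change of *dod-3* is 0.52 and that of *icl-1* 0.91, and *icl-1* stays called. In wild-type worms replicate 10 is high for Y39G8B.7 (0.798, 2.28 against 0.824) and replicate 12 low for ZK228.4 (0.697, 14.8 against 23.5). In *daf-2* worms replicate 3 is high for *clec-47* (0.713, 1.44 against 0.362), in *sod-2* worms replicate 5 for *sod-3* (0.662, 22.1 against 7.28), and among the wild-type worms sequenced with *sod-2* replicate 6 for *srp-5* (0.806, 10.2 against 7.65). For 8 of 8 DAF-16 target genes *sod-2* replicate 5 is the highest *sod-2* library. Without *sod-2* replicate 5 the log2 fold change of *sod-3* is 0.57, and in both fits *sod-3* is not called. No explanation, technical or biological, was tested for these values.

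The total reads of *clk-1* replicate 5 (ratio 0.734, 28805205 reads against 24640152 in the next library) and *daf-2* replicate 3 (0.629, 27473787 against 24808467) are also apart. Without *clk-1* replicate 5, 219 genes were downregulated in *clk-1* worms, the lowest number of the fits that left out 1 library. In no fit that left out 1 library did the number of up- or downregulated genes of *clk-1* or *daf-2* worms move by more than 1.5 times. No biological explanation was tested.

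In *nuo-6* worms replicate 2 stands apart for *acs-17* (ratio 0.731, 104 against 58.3 normalized CPM) and *gpd-2* (0.931, 676 against 1090, the lowest). The same library has low vitellogenin genes, at a mean log2 level of 9.10 against 12.3 to 12.7 in the 5 others. Low depth is argued against, since it has 24626596 reads and replicate 3, with the fewest (21434437), has vitellogenin genes at 12.65. Animals collected earlier in development stay a candidate explanation: the 16 eggshell and oocyte genes are lower in replicate 2, at a mean log2 level of 6.618 against 7.19 to 8.21. Without replicate 2 *acs-17* and *gpd-2* stay called in *nuo-6* worms, with log2 fold changes of 0.55 and 1.54. Another difference in the state of the animals stays open and was not tested.

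The libraries of *sod-1*, *prdx-2* and those labelled *ctl-1* are not reported on in the paper, and all 3 groups have a signal above the wild-type libraries. In *sod-1* worms 85 genes were upregulated and 275 downregulated (74 and 150 by edgeR). Chance can be excluded at 5% only without adjustment over the mutants. Of the 84 ways to divide the 9 libraries, 3, the real one included, gave as many as the 360 genes called, and the highest other one gave 517. The numbers rest on single libraries: without *sod-1* replicate 1 they are 220 and 670, without replicate 2 they are 27 and 36, and without replicate 3 they are 33 and 46. The *sod-1* transcript fell by 5.09 on the log2 scale (4.28 against 163 normalized CPM), lower in 3 of 3 libraries, so the label is borne out by its own gene. The largest increases were those of *fbxa-192* (log2 fold change 3.20), Y68A4A.13 (3.06) and W08E12.2 (2.80, not called without *sod-1* replicate 3, where it is 2.47), and besides *sod-1* the largest decreases were those of ZK228.4 and ZK228.3, listed at 0 in all 3 libraries and at 24.2 and 16.2 normalized CPM in wild-type worms. ZK228.4 and ZK228.3 lie next to each other on chromosome V, and a deletion there was not tested. limma called 0 of the 8 DAF-16 target genes, as did edgeR, and 0 passed at an unadjusted p below 0.05 by either tool. No biological explanation was tested.

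In the libraries labelled *ctl-1*, 147 genes were upregulated and 221 downregulated (167 and 204 by edgeR). Chance can be excluded, as 1 of the 84 ways, the real one, gave as many as 368 genes, and the highest other gave 22. Single libraries matter here too: without replicate 2 of these libraries the numbers are 70 and 96, without replicate 3 they are 79 and 88, and the downregulated ones are 117 without replicate 1 and 132 without WT replicate 9. The largest increases were those of Y68A4A.13 (log2 fold change 4.07), Y54G11A.14 (3.60) and F08G2.8 (3.16), and the largest decreases those of BE0003N10.6 (-4.39), *srp-5* (listed at 0, against 6.43 normalized CPM) and T13F3.6 (-3.56). Of the 8 DAF-16 target genes 2 were called upregulated, *sod-3* (1.03) and *mtl-1* (3.12). *sod-3* is not called without *ctl-1* replicates 2 or 3 (0.76 and 0.95) or WT replicates 9, 10 or 11 (0.98, 0.98 and 1.02), *mtl-1* is not called without *ctl-1* replicates 2 or 3 (3.21 and 2.84), and *sodh-1* is called without WT replicate 8 (1.92).

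The *ctl-1* transcript goes against that label, at 2.38 normalized CPM in these libraries and 2.29 in wild-type worms (log2 fold change 0.04, adjusted p = 0.967, limma). Its neighbour *ctl-3* has at most 1 read in each of them and 76 to 684 reads in the 36 other libraries (log2 fold change -3.27, adjusted p = 7.9e-14, limma, lower in 3 of 3), while *ctl-2* was not called (-0.43, adjusted p = 0.506). A deletion in *ctl-3* rather than in *ctl-1* is a candidate explanation, which this pattern was found with and so cannot test independently. Reads of a deleted *ctl-1* shared with its paralogs cannot be told apart from it: over the 36 other libraries *ctl-1* and *ctl-2* correlate at r = 0.8524 (permutation p = 0.0001, the smallest that the permutations can give; Spearman's rho 0.686, p = 0.0001; r = 0.8575 without the 2 farthest libraries; r = 0.676 within strains, p = 0.0006), and common control of both genes gives this too. A difference in the strain used stays open and was not tested.

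In *prdx-2* worms 914 genes were upregulated and 914 downregulated (951 and 912 by edgeR). Chance can be excluded, as 1 of the 84 ways, the real one, gave as many as 1828 genes, and the highest other gave 567. Without *prdx-2* replicate 1 the numbers are 520 and 470, and the downregulated ones are 553 without replicate 2 and 489 without replicate 3. The *prdx-2* transcript fell by 3.09 on the log2 scale (64.3 against 562 normalized CPM), lower in 3 of 3 libraries. *tts-1* (5.34), B0205.14 (5.20) and *clec-17* (4.94) had the largest increases in log2 fold change and BE0003N10.6 (-4.73), *acdh-1* (-4.54) and D1014.6 (-4.21) the largest decreases. limma called 4 of the 8 DAF-16 target genes upregulated (*sod-3*, *dod-3*, *mtl-1* and *acs-17*). *sod-3* and *acs-17* are not called without *prdx-2* replicate 1 (0.49 and 0.63), and *sodh-1* is called without WT replicate 8 (1.65). The vitellogenin genes are low in these libraries (median log2 fold change relative to all genes -2.29) and in those labelled *ctl-1* (-2.41), so that the state of the animals at collection stays open beside the mutations as a source of these changes. No biological explanation was tested.

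For all 8 mutants, variants linked to the mutated gene were weighed as a technical source: in 0 of 8 was the share of changed genes within 1 Mb of the mutated gene higher than elsewhere at an adjusted p below 0.05 (one-sided hypergeometric test). At an unadjusted p below 0.05 it was higher in *sod-1* worms (4.08% against 2.50%, exact one-sided hypergeometric p = 0.0487, adjusted p = 0.390). No other test of this was run.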

How the results depend on the processing

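The use of only the genes counted alike in both *sod-2* tables and the division of the wild-type libraries between 2 mutants were chosen only after the results were seen, and the other alternatives were set before the data were examined. All 296 values of the 12 shares of common or overlapping genes stayed above the shares for independent lists and past the threshold under every alternative run for them. Of 514 other counts 426 stayed within 1.5 times the reported number and 88 did not, and of 47 counts of genes labelled in figures 46 did. Of 3811 values of single genes 3670 kept their direction and side of the threshold, 80 fell short of it, 19 passed it and 42 reversed. The highest and lowest shares came with different settings. With 2 groups per fit the up- and downregulated shares with *daf-2* worms were 36.4% and 36.5% for *clk-1*, 38.2% and 28.6% for *isp-1*, and 35.0% and 38.8% for *nuo-6* worms. With divided wild-type libraries they were on average 40.6% and 49.0%, 41.5% and 40.2%, and 33.3% and 40.6%. With the earlier table the *sod-2* shares rose to 54.8% and 48.9%, and with the genes counted alike to 50.6% and 46.7%.

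A false discovery rate below 0.01 and a required log2 fold change of at least 1 lower counts by their construction. At a false discovery rate below 0.01 the upregulated genes number 498 in *clk-1*, 965 in *isp-1*, 165 in *sod-2*, 39 in *sod-1*, 76 in libraries labelled *ctl-1* and 494 in *prdx-2*, and the downregulated ones 132 in *clk-1*, 625 in *isp-1*, 1138 in *nuo-6*, 1450 in *daf-2*, 43 in *sod-2*, 112 in *sod-1*, 81 in libraries labelled *ctl-1* and 362 in *prdx-2*. The DAF-16 target genes upregulated are then 0 in *sod-2* and 0 in libraries labelled *ctl-1*. With a log2 fold change of at least 1 the upregulated genes number 248 in *clk-1*, 477 in *isp-1*, 995 in *nuo-6*, 846 in *daf-2*, 167 in *sod-2*, 44 in *sod-1* and 494 in *prdx-2*, and the downregulated ones 99 in *clk-1*, 204 in *isp-1*, 418 in *nuo-6*, 377 in *daf-2*, 49 in *sod-2*, 64 in *sod-1*, 93 in libraries labelled *ctl-1* and 239 in *prdx-2*. The DAF-16 target genes upregulated are then 2 in *clk-1*, and 2 are common to the 3 mitochondrial mutants.

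DESeq2 on whole reads called 490 downregulated genes in *clk-1*, 740 upregulated and 208 downregulated ones in *sod-2*, 227 upregulated ones in libraries labelled *ctl-1*, and 3 DAF-16 target genes in *sod-2*. edgeR on whole reads called 150 downregulated genes in *sod-1* and 0 DAF-16 target genes in *sod-2*. With only the mutant and its wild type in the fit, 32 genes were upregulated and 23 downregulated in *sod-1*, and 1 DAF-16 target gene was upregulated in libraries labelled *ctl-1*. The replicate numbers were not taken as pairs, since not every pair of libraries of the same number correlated at over 0.1: 4 of 6 did for *sod-2* and wild-type (mean 0.219, against -0.0541 for other numbers), 5 of 6 for *isp-1* and *nuo-6* (0.132 against -0.0236) and 1 to 3 of 6 in the 5 other combinations of strains, so that some pairing is not ruled out. With the replicate number as a block all the same, 152 genes were downregulated in *sod-2*, and *ugt-41* was no longer called there while *clec-265* was. The earlier table of counts with edgeR gave 220 upregulated, 51 downregulated and 0 DAF-16 target genes in *sod-2*. Using only the genes counted alike in both tables left 161, 48 and 0, and 2 genes labelled in Fig 2B upregulated in *sod-2*. Fewer genes are tested there, while the cause of the other shifts in this paragraph was not tested.

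Some genes reversed. In *sod-2* worms the earlier table of counts gave log2 fold changes of -0.32 for *cpg-7*, -0.10 for B0280.17 and -0.11 for F26F4.2, which are upregulated in the later table and counted differently between the tables. *acs-17* in libraries labelled *ctl-1* went to 0.0273 with DESeq2, and B0286.3 in *nuo-6* to -0.0151 with edgeR, -0.0503 with DESeq2 and -0.0221 with median-of-ratios scaling, where none of these values was past the threshold. The cause was not tested for *acs-17* and B0286.3, whose values lie near 0. *sodh-1* in *sod-2* was not called by edgeR, at a false discovery rate below 0.01, in the earlier table or with only the genes counted alike. Median-of-ratios scaling moved the median of all genes by less than 0.1 on the log2 scale in each comparison, and the share of upregulated among called genes from 61.7% to 56.8% in *nuo-6* and from 39.95% to 46.39% in libraries labelled *ctl-1*.

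Leaving out 1 library gave 961 (without WT replicate 9) to 1461 downregulated genes in *isp-1*, 211 (without WT replicate 3) to 620 (without *sod-2* replicate 1) upregulated genes in *sod-2*, also 538 without *sod-2* replicate 6, and 58 (without WT replicate 3) to 166 (without *sod-2* replicate 1) downregulated ones, also 62 without WT replicate 5 or *sod-2* replicate 4. In *sod-1* it gave 27 to 220 upregulated and 36 to 670 downregulated genes (the lowest without replicate 2, then 33 and 46 without replicate 3, the highest without replicate 1). In libraries labelled *ctl-1* it gave 70 (without replicate 2) to 152 upregulated genes, also 79 without replicate 3, and 88 (without replicate 3) to 249 downregulated ones, also 96, 117 and 132 without replicate 2, replicate 1 and WT replicate 9. In *prdx-2* the upregulated genes ran from 520 (without replicate 1) to 946 and the downregulated ones from 470 (without replicate 1) to 1031, also 489 and 553 without replicates 3 and 2. The DAF-16 target genes upregulated ran from 0 (without WT replicates 3, 4, 5 or 6 or *sod-2* replicates 2, 4 or 5) to 3 (without *sod-2* replicate 6) in *sod-2*, from 0 (without replicate 2 or 3, and 1 without WT replicates 9, 10 or 11) to 3 in libraries labelled *ctl-1*, and from 2 (without replicate 1) to 5 in *prdx-2*.

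Genes that reversed when 1 library was left out were not past the threshold in any of those fits. Their log2 fold changes ran from -0.0517 to 0.60 for *dod-3* in *sod-2*, -0.38 to 0.10 for *ftn-1*, -0.18 to 0.16 for *gpd-2*, -0.12 to 0.20 for *icl-1* and -0.0773 to 0.0485 for *daf-16* in *sod-1*, -0.38 to 0.18 for *acs-17*, -0.10 to 0.16 for *ctl-1* and -0.0407 to 0.17 for *daf-16* in libraries labelled *ctl-1*, -0.00867 to 0.20 for *daf-16* in *nuo-6*, -0.0218 to 0.34 for F55G11.8 in *clk-1*, -0.22 to 0.0244 for B0286.3 and -0.37 to 0.0247 for F08G5.6 in *isp-1*, -0.0866 to 0.15 for B0286.3 in *nuo-6*, and -0.22 to 0.22 for C32H11.4 and -0.0638 to 0.30 for F08G5.6 in *sod-2*. Fewer samples enter each of these fits.

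Depth limits little at the gene level here, with 21434437 reads in the smallest library. Genes with under 3 reads in a group, such as *asp-18* in wild-type worms or ZK228.4 in *sod-1* worms, give no fold change.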

Differences from the paper's values

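Of 38 values stated in the paper's text 1 differs from the value here by more than 1.5 times. Of 21 log2 fold changes in its table of called genes 8 differ by more than the SE found here or in sign. Values within 1.5 times can still be apart, as are the paper's 57% of upregulated genes shared by *nuo-6* and *daf-2* worms and the 41.7% found here. The paper gives 24% for the share of downregulated genes of *sod-2* worms that are also downregulated in *daf-2* worms (the paper's value), and 40.7% was found here. Of the alternatives set before the data were examined, leaving out 1 library gave 34.1% (without WT replicate 3) to 46.5% (without WT replicate 2). The lowest of these comes within 1.5 times of the paper's value. A false discovery rate below 0.01 (28.1%) and a log2 fold change of at least 1 (31.6%) come within that limit as well. A pseudocount of 0.1 or 1 (40.0% and 42.0%), genes with a mean of at least 1 (40.5%), 2 groups per fit (40.7%), edgeR (40.5%), DESeq2 (38.5%), median-of-ratios scaling (40.7%), the replicate block (37.3%), the earlier table of counts (48.9%) and a background of genes with a mean of at least 1 (40.5%) do not.

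The log2 fold changes that differ are of genes with a low level in 1 of the strains. In *clk-1* worms the paper's value is 6.09 for C38D9.2 (5.58 here), 6.31 for F40D4.13 (4.22 here), 4.49 for *fbxa-192* (3.90 here), -9.84 for ZK218.5 (-4.67 here), -8.31 for K10B3.1 (-4.63 here) and -4.72 for BE0003N10.6 (-4.42 here). In *isp-1* worms the paper's value is 6.77 for C38D9.2 (6.30 here) and 7.35 for F40D4.13 (5.28 here). The values here are on the scale of log2 of the value plus 0.5. edgeR and DESeq2 on whole reads, set before the data were examined, come within the spread of the paper's value for all 8, and a pseudocount of 0.1 for C38D9.2 (both strains), *fbxa-192* and BE0003N10.6. edgeR gives 6.09, 6.31, 4.49, -9.84, -8.31, -4.72, 6.77 and 7.35 in the order above, and the paper's methods name edgeR. The other alternatives do not, and the pseudocount of 0.1 does not for F40D4.13, ZK218.5 and K10B3.1. edgeR on whole reads also calls all of the 838 upregulated and 337 downregulated genes that the paper lists for *clk-1* and the 1511 upregulated ones for *isp-1* (the paper's numbers), where limma calls 809 (96.5%), 302 (89.6%) and 1465 (97.0%) of them.

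From quantitative PCR on samples separate from those sequenced, the paper states that all 8 DAF-16 target genes were upregulated in *clk-1*, *isp-1* and *nuo-6* worms. It likens this to its RNA sequencing, and only RNA sequencing is compared here. All 24 changes are positive here, and 4, 7 and 8 genes are called. In *clk-1* worms none of the alternatives run calls *dod-3*, *mtl-1*, *ftn-1* or *acs-17*, and in *isp-1* worms *acs-17* is called with 2 groups per fit and adjusted over the list alone (0.0417). The paper's own table of called genes lacks the same 4 genes for *clk-1* and *acs-17* for *isp-1*. The paper also lists *dod-3*, *mtl-1* and *ftn-1* among the genes upregulated in all 3 mutants, and here 4 of the 8 genes are (*sod-3*, *sodh-1*, *gpd-2* and *icl-1*).

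The paper orders the upregulation of DAF-16 target genes from *clk-1* over *isp-1* and *nuo-6* to *daf-2*. It cites Fig 1 for this order, which shows quantitative PCR with RNA sequencing values below, and only RNA sequencing is compared here. The median log2 fold change is 0.89 in *clk-1*, 2.40 in *isp-1*, 2.16 in *nuo-6* and 3.60 in *daf-2* worms, so *isp-1* and *nuo-6* are in the opposite order by the median, while 5 of 8 genes have the paper's order for these strains and 18 of 24 steps go up. Of the differences between *isp-1* and *nuo-6*, 1 of 8 passed, that of *gpd-2*, in the paper's direction.

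The paper describes many of the genes labelled in Fig 2B as upregulated in *sod-2* worms, where the tally over the 39 genes is 5 (4 by edgeR). For *sod-2* worms it describes some of the genes in Fig 3B as downregulated and others as upregulated, and here 1 of the 29 is downregulated and none upregulated by limma, while *clec-265* is upregulated by DESeq2, with the replicate block and by limma without *sod-2* replicate 1 (log2 fold change 1.25). The paper states from Fig 7F that many DAF-16 target genes are upregulated in *sod-2* worms. RNA sequencing calls 1 of the 8, *sodh-1*, with 3 called by DESeq2 and 5 adjusted over the list alone. If Fig 7F was measured by quantitative PCR, its samples were separate from those sequenced, as the paper's methods state.

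Some of the paper's numbers differ among themselves. Its shares of 57% and 42% for *nuo-6* worms are those of its 1469 and 906 shared genes among the genes of *daf-2* worms (56.6% and 42.0%), and among those of *nuo-6* worms they are 44.4% and 45.4%. The paper's expected number of 479 shared upregulated genes in *nuo-6* worms corresponds to a background of 17930 genes, where its 5 other expected numbers correspond to 13970 to 14050.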

Other observations

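Several tests were chosen only after the results were seen. For the genes changed in all 7 strains these are the tests of shared wild-type libraries and of chromosome segments. The others are both tests of the resemblance of wild-type libraries, the test of libraries counted differently and the look at *clk-1* replicate 3. For the shared wild-type libraries behind the overlaps with *daf-2* worms, the share of simulations taken as the limit was set after the simulations had been seen.

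Divisions of the libraries into groups of the same sizes exclude chance at 5% for *clk-1*, *isp-1*, *nuo-6* and *daf-2* worms, without adjustment over the mutants. In *clk-1* worms 1160 genes changed and 1 of 100 divisions drawn, the real one, gave as many (highest other 394). For *isp-1* the number is 2993 (1 of 100, highest other 707), for *nuo-6* 5110 (1 of 100, highest other 2326), and for *daf-2* 4733 (1 of 100, highest other 2657). In *sod-2* worms it is 442, with 4 of 100 divisions as large and the highest other at 3262, so the margin is narrow there.

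The overlaps with *daf-2* worms were weighed against shared wild-type libraries. In 1 of 100 simulations of unchanged groups 1 of the 6 numbers reached the observed one (631 downregulated genes shared by *isp-1* and *daf-2*, against 568), and for the upregulated ones of *isp-1* the highest simulation, 724, came close to the 742 observed. With a limit of no simulation as large, this explanation would have stayed open for *isp-1*, and with the 5% used here it is argued against. Genes at which the wild-type libraries differ from every mutant stay open as a source. Without the genes changed the same way in *sod-1* or libraries labelled *ctl-1* the lowest observed over expected number is 2.266 (*isp-1*, downregulated). This cannot decide the question, since many changes can be missed with 3 libraries. In simulated data, fits of 3 libraries against 6 without the other strains recovered 4.5% of 1.5-fold and 43.3% of 2-fold changes. The fit of all 39 libraries was not simulated in this way. Many such genes can remain. A difference in developmental stage shared with *daf-2* worms stays open. Relative to the median of all genes, the vitellogenin genes are at -2.06 on the log2 scale in *daf-2* worms. In *clk-1*, *isp-1* and *nuo-6* worms they are at 0.17, -0.36 and 0.26, so that fall is not shared. The farthest of the sperm protein and vitellogenin families in these 3 mutants is that of sperm proteins in *isp-1*, at -0.555 (limit 1, 0.0251 in *daf-2*). A median near 0 does not exclude a difference, as genes can go both ways: in *nuo-6* worms 4 sperm protein genes rose and 3 fell. Of 123 collagen genes 34 rose and 22 fell in *nuo-6* and 35 rose and 0 fell in *daf-2* worms. In *isp-1* worms 15 of 30 sperm protein genes were downregulated and none upregulated, so a stage difference of *isp-1* worms that *daf-2* worms do not share stays open too. The value of -0.555 was picked as the farthest after the families had been seen. The overlap is not particular to the mitochondrial mutants: of the upregulated and downregulated genes, 60.0% and 27.3% in *sod-1*, 59.2% and 53.4% in libraries labelled *ctl-1*, and 54.8% and 50.0% in *prdx-2* worms changed the same way in *daf-2* worms. Whether these shares differ from those of the mitochondrial mutants was not tested.

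21 genes changed the same way in all 7 strains compared with the same wild-type libraries, 16 up and 5 down, with a median absolute log2 fold change of 1.92. Among them are F40D4.13, *fbxa-192*, BE0003N10.6, *srp-5* and D1014.6. Sampling of the shared wild-type libraries is argued against, since in 100 simulations the highest number of genes changed the same way in all 7 groups was 0. A variant carried by the wild-type stock of both experiments is a candidate explanation: in *sod-2* worms, against their own wild-type libraries, 21 of the 21 genes changed the same way (11 called, median 1.36). That test is not independent if the wild-type worms of both experiments were the same. Chromosome segments that differ between the wild-type stock and the mutants are another candidate explanation: 14 of the genes lie on chromosome V. Of all, 61.9% lie within 50 kb of another one, where the highest of 10000 random sets of genes gave 33.3%. A single segment cannot hold them all, as C18A3.3 lies on II, BE0003N10.6 on III and R03A10.5 on X. On V they start from 7382021 (*srp-5*) to 17655581 (*fbxa-129*). The first and the second candidate do not exclude each other, and no biological explanation was tested.

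The wild-type libraries of the 2 experiments resemble each other in pairs. After removal of the 5 main axes of variation of the mutant libraries, the best pairing of these libraries has a mean correlation across genes of 0.7561 (lowest 0.417, highest of the other combinations 0.531). A main axis of variation that every group has is argued against, since the best pairing of another group, *isp-1*, reaches 0.2739. The same RNA samples sequenced in both experiments is a candidate explanation, and no library was matched to another for any result. If it held, the *sod-2* and *daf-2* lists would share the sampling of their wild-type worms, which was not simulated for *sod-2*. Genes are not independent replicates, and no biological explanation was tested.

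Part of the changes in *sod-2* worms is absent from the earlier table of counts. Libraries counted differently in the later table are a candidate explanation: 32.1% of the genes called in *sod-2* worms have a ratio between the tables that differs between wild-type and *sod-2* libraries, against 1.37% of the other genes (one-sided Fisher's exact test, p = 1.5e-128), 117 of 341 upregulated and 22 of 92 downregulated. Reads of the wild-type libraries counted without regard to strand could produce this: 89.55% of the genes whose ratio of later to earlier reads is lower in wild-type than in *sod-2* libraries overlap an exon of a gene on the other strand, against 24.1% of the other genes (one-sided Fisher's exact test, p = 5.2e-112). In the first experiment the medians of the same genes lie between -0.08 and 0.09 in the 7 strains, but *clk-1* replicate 3 shows a loss like that of the wild-type libraries of *sod-2*. In it 21.5% of these genes are lower by more than 1 on the log2 scale than in the other *clk-1* libraries, against 2.05% of the other genes, and 9 are listed at 0, where none is in the other 38 libraries. Among them are *cpg-7*, B0280.17 and F26F4.2. Without this library 734 genes were upregulated and 233 downregulated in *clk-1* worms, and 46.3% and 62.7% of them changed the same way in *daf-2* worms. How this library was counted was not tested further. No biological explanation was tested for these genes.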
